# Common and distinct functions of mouse Dot1l in the regulation of endothelial transcriptome

**DOI:** 10.3389/fcell.2023.1176115

**Published:** 2023-06-15

**Authors:** Hyunjin Yoo, Hyeonwoo La, Chanhyeok Park, Seonho Yoo, Hyeonji Lee, Hyuk Song, Jeong Tae Do, Youngsok Choi, Kwonho Hong

**Keywords:** blood endothelial cell, lymphatic endothelial cell, epigenetics, DOT1l, transcriptional regulation

## Abstract

Epigenetic mechanisms are mandatory for endothelial called lymphangioblasts during cardiovascular development. Dot1l-mediated gene transcription in mice is essential for the development and function of lymphatic ECs (LECs). The role of Dot1l in the development and function of blood ECs blood endothelial cells is unclear. RNA-seq datasets from Dot1l-depleted or -overexpressing BECs and LECs were used to comprehensively analyze regulatory networks of gene transcription and pathways. Dot1l depletion in BECs changed the expression of genes involved in cell-to-cell adhesion and immunity-related biological processes. Dot1l overexpression modified the expression of genes involved in different types of cell-to-cell adhesion and angiogenesis-related biological processes. Genes involved in specific tissue development-related biological pathways were altered in Dot1l-depleted BECs and LECs. Dot1l overexpression altered ion transportation-related genes in BECs and immune response regulation-related genes in LECs. Importantly, Dot1l overexpression in BECs led to the expression of genes related to the angiogenesis and increased expression of MAPK signaling pathways related was found in both Dot1l-overexpressing BECs and LECs. Therefore, our integrated analyses of transcriptomics in Dot1l-depleted and Dot1l-overexpressed ECs demonstrate the unique transcriptomic program of ECs and the differential functions of Dot1l in the regulation of gene transcription in BECs and LECs.

## 1 Introduction

The blood endothelial cells (BECs) line the inner cavity of the vascular system and provide a physical barrier, transportation of molecules and oxygen, and immune responses (Galley and Webster, 2004; McCarron et al., 2017). Although, in general, BECs originate from mesodermal lineages, ample evidence suggests that multiple developmental stages- and/or organ-type-specific sub-mesoderm origins of BECs exist. The molecular, functional, and structural heterogeneity in different types of ECs has been identified (Aird, 2007a; Aird, 2007b; Aird, 2012; Jambusaria et al., 2020; Becker et al., 2022; Hou et al., 2022).

Early studies proposed that a specialized mesoderm-origin cell, called a hemangioblast, differentiates into hematopoietic stem cells and angioblasts after gastrulation. Subsequently, angioblasts generate BEC progenitors (Chung et al., 2002). In mice, embryonic vasculatures arise simultaneously in embryonic and extraembryonic tissues via vasculogenesis, a process of *de novo* blood vessel formation (Drake and Fleming, 2000; Chong et al., 2011). After that, BECs respond to angiogenic growth factors, sprouting from pre-existing vessels by angiogenesis (Majesky, 2018) and undergo specialization into venous or arterial BECs before the formation of mature vasculature by diverse factors, such as hemodynamic forces and transcriptional programs (Jain, 2003; Heil et al., 2006; Lin, 2007) After arterial or venous BEC fate is determined, each BEC expresses distinct sets of transcriptomes and displays different branching capacities (Jain, 2003; Torres-Vazquez et al., 2003). Following the maturation of blood vessels, some of the venous ECs in the anterior part of the cardinal vein (CV) express Prox1, Lyve1, and Sox18, and differentiation to lymphatic EC (LECs) begins at approximately embryonic day (E) 9–10 in mice (Tammela and Alitalo, 2010; Potente and Makinen, 2017). Accumulating evidence suggests that LECs of developing mouse organs have heterogeneity in both cellular origin and function (Klotz et al., 2015; Martinez-Corral et al., 2015; Pichol-Thievend et al., 2018; Maruyama et al., 2019; Lioux et al., 2020; Aquino et al., 2021). Furthermore, Prox1 (+) LECs in the CV are differentiated from Pax3 (+) paraxial mesoderm-derived LEC progenitor cells (called lymphangioblasts) in mouse (Stone and Stainier, 2019; Lupu et al., 2022).

During the development of BECs and LECs, various epigenetic mechanisms, including DNA methylation and histone modifications are involved in EC development and functions (Gutierrez et al., 2021; Yu et al., 2021). Furthermore, there are epigenetic differences in ECs depending on organotypic and developmental origin factors (Bronneke et al., 2012; Nakato et al., 2019; Gutierrez et al., 2021; Tacconi et al., 2021). However, epigenetic modifiers establishing vessel type-specific epigenetic landscapes that contribute to the development of unique transcriptomic signatures during development remain elusive.

Dot1l is the only known histone H3K79 methyltransferase that produces mono-, di-, tri-methyl H3K79 (H3K79me1-3) (Feng et al., 2002). Dot1l has diverse roles in biological processes, including DNA repair (Huyen et al., 2004), transcription elongation (Mueller et al., 2007), telomeric silencing (Jones et al., 2008), regulation of the cell cycle (Jones et al., 2008), pluripotent stem cell differentiation (Barry et al., 2009), and immune responses (Kealy et al., 2020). Dot1l is essential for embryonic blood vessel, heart, and lymphatic vessel development and functions via transcriptional regulation of lymphatic genes (Jones et al., 2008; Nguyen et al., 2011; Yoo et al., 2020). Dot1l loss in BECs leads to decreased tube formation and sprouting *in vitro* and vessel network formation *in vivo* (Duan et al., 2016). Our group previously showed that Dot1l loss in both BECs and LECs causes severe defects in LEC development and function. In particular, we revealed functional heterogeneity of Dot1l in LEC defects depending on the developmental origin and organotypes of LECs (Yoo et al., 2020). However, the regulatory mechanism by which Dot1l functions differentially in BECs vs. LECs at the molecular level remains unclear.

Using genome-scale transcriptomic analysis, this study showed that mouse Dot1l regulates common or distinct transcriptomic programs in an EC type-dependent manner, providing background information for identifying factors orchestrating the transcriptional change together with Dot1l and conditional target specificity of Dot1l. Furthermore, since BECs and LECs branch off from the same source (Wigle and Oliver, 1999; Srinivasan et al., 2007; Francois et al., 2012) and have distinguishable phenotypes, this study may provide insights into the cell fate decision mechanism and the function gaining process of these cell types.

This study found that Dot1l loss changes the expression of genes involved in lipid metabolism in BECs and the chemotaxis in LECs. Meanwhile, Dot1l overexpression alters the expression of genes involved in ion transportation and immune response regulation in both BECs and LECs. Taken together, these findings reveal a distinct Dot1l function in developing BECs and LECs and the heterogeneity of the transcriptomic program in the ECs.

## 2 Materials and methods

### 2.1 Animals and isolation of skin BECs

The endothelial-specific Dot1l conditional knockout mouse has been described previously (Yoo et al., 2020). Briefly, E15.5 Tie2-Cre(+); Dot1l^2f/2f^ (cKO), and Tie2-Cre(−); Dot1l^2f/2f^ (Cont) embryo skins were harvested and dissociated in media containing type II and IV collagenase and DNase I (LS006333; Worthington Biochemical Corp.) for 20 min at 37°C. Cells that passed through 40-µm cell strainers were incubated with anti-CD45 and anti-F4/80 antibodies (13–0451 and 13–4801, eBioscience) for 1 h at room temperature to deplete macrophages. F4/80 (−)/CD45 (−) cells were collected and incubated with Lyve1 antibody (13–0443, eBioscience) to collect LECs. Together with the LECs, isolated F4/80 (−)/CD45 (−)/Lyve1 (−) BECs were subjected to RT-qPCR or RNA-seq analysis. All animal studies were reviewed and approved by the Institute of Animal Care and Use Committee (IACUC) of Konkuk University (IACUC#KU18027).

### 2.2 Lentivirus-mediated Dot1l overexpression in BECs and LECs

The overexpression of Dot1l has been described in a previous study (Yoo et al., 2020). Briefly, guide RNAs targeting the Dot1l promoter were designed and subcloned into the BbsI sites of the vectors (cat. #53186, #53187, #53188, and #53189, Addgene). The vectors were then cloned into a lentivirus vector (59791, Addgene) containing catalytically dead Cas9 (dCas9) fused with VP64, guide RNAs targeting Dot1l promoter regions and enhanced green fluorescent protein genes (Figure 3A). The Dot1l overexpression vector with lentiviral packaging vectors [psPAX2 (cat. #12260, Addgene) and pMD2.G (cat. #12259, Addgene) vectors] was transfected into HEK293T cells to produce lentiviral particles. Mouse embryonic dermal LECs (C57-6064L, Cell Biologics) and embryonic yolk sac BECs (CRL-2581, ATCC) were used for viral transduction. Each cell line was maintained according to the manufacturer’s instructions. Once ECs reached approximately 50% confluency, viral particles were added to BECs and LECs for Dot1l overexpression. ECs transduced with empty lentivirus were used as controls. EGFP(+) cells were sorted using FACS Aria (BD Biosciences) and used for RT-qPCR and RNA-sequencing analysis.

### 2.3 RNA isolation and quantitative RT-PCR (RT-qPCR)

Dot1l cKO ECs from E15.5 skins and cultured Dot1l overexpression ECs were used for RT-qPCR. Total RNAs were extracted using RNeasy Plus Mini Kit (Qiagen). SMARTer Pico PCR cDNA synthesis kit (Takara) along with Advantage 2 PCR Kit (Takara) and TOPscript RT DryMix cDNA synthesis kit (Enzynomics) were used for cDNA synthesis of Dot1l cKO ECs and Dot1l overexpression ECs, respectively. RT-qPCR was performed on StepOnePlus^TM^ platform (Thermo Fisher Scientific) using Fast SYBR^®^ Green Master Mix (Thermo Fisher Scientific). Gene expression in each sample was normalized to the expression of Gapdh. The sequences for primers used for RT-qPCR are as follows: Gapdh; 5′-CAT​GGC​CTT​CCG​TGT​TCC​TA-3′, 5′-GCC​TGC​TTC​ACC​ACC​TTC​TT-3′, Dot1l; 5′-TGG​CAA​GCC​TGT​CTC​CTA​CT-3′, 5′-CTG​CTC​CTC​CCT​GAG​TTT​TG-3′, Mmp3: 5′- ACA​TGG​AGA​CTT​TGT​CCC​TTT​TG-3′, 5′-TTG​GCT​GAG​TGG​TAG​AGT​CCC-3′ and Cldn1 5′-GGG​GAC​AAC​ATC​GTG​ACC​G-3′, 5′-AGG​AGT​CGA​AGA​CTT​TGC​ACT-3′.

### 2.4 RNA-seq analysis

For the RNA-sequencing (RNA-seq) analysis in the Cont and cKO BECs, pooled total RNAs isolated from BECs of 2–3 E15.5 pup skins, with RNA integrity number (RIN) greater than 7, were used to make a library for each genotype. The BEC RNAs were from the same embryos which the previously described LEC RNAs were extracted from (Yoo et al., 2020). For control and Dot1l overexpression BECs or LECs, cells from 2 to 3 T25 flask cultures were harvested to make libraries for each genotype. For RNA extraction, RNeasy Plus Mini Kit (Qiagen) was used according to the manufacturer’s instructions and total RNA isolated from BECs and LECs were used to prepare RNA-sequencing (RNA-seq) libraries using the ScriptSeq v2 kit (Illumina) according to the manufacturer’s instructions. Sequencing of the library was performed to produce single raw data for each genotype and cell type combination. RNA-seq data generated in the E15.5 Tie2-Cre(+); Dot1l^2f/2f^ and Tie2-Cre(−); Dot1l^2f/2f^ embryonic skin LECs (GSE104811) were downloaded and analyzed.

For post-sequencing data analysis, adapter sequences in the raw reads were trimmed with skewer (v0.2.2) (Jiang et al., 2014) with -L 75 and -e options specified. The skewer output reads were aligned to the mm10 UCSC mouse reference genome using a STAR read aligner (v2.7.9a) (Dobin et al., 2013). We quantified the mapped reads using VERSE (v0.1.5) (Zhu et al., 2016) with the -S option. Samples were normalized with the median of ratios method using the DESeq2 (v1.36.0) (Love et al., 2014) package in R (v4.2.0). Genes with normalized expression values ≥ 5 and values exceeding three times the value of the sample in comparison were defined as differentially expressed genes (DEGs) in Dot1l cKO samples, and those with normalized expression values ≥ 3 and values exceeding three times the value of the sample in comparison were defined as DEGs in OE samples. Genes with normalized expression values ≥ 5 and under three times the value of the sample in comparison were defined as unchanged genes (none-DEGs). DEG lists were used as inputs for GO enrichment analysis conducted on DAVID for GO terms in the biological pathway subset or KEGG pathways (v2022q2) (Huang da et al., 2009; Sherman et al., 2022). 10 GO terms or KEGG pathways with the lowest *p*-value were presented from each analysis. In Gene Set Enrichment Analysis (GSEA), “weighted” was selected for enrichment statistics and “log2 ratio of classes” was selected for metric of ranking genes (Subramanian et al., 2005). Gene expression change was presented using heatmap2 function of gplots R package (Warnes et al., 2022). Integrative genomic viewer (IGV) was used to verify the expression of the representative genes (Robinson et al., 2011).

### 2.5 ChIP-seq analysis

For chromatin immunoprecipitation-sequencing (ChIP-seq) analysis of H3K79me2 in LEC, the data was downloaded from Gene Expression Omnibus (GEO) under the accession code GSE104811. Adapters were trimmed from the raw reads using skewer (v0.2.2) (Jiang et al., 2014) using -L and -e options, and the reads were aligned to mm10 UCSC mouse genome using bowtie2 (v2.3.4.2) (Langmead and Salzberg, 2012). BedGraph files were constructed using MACS3 (v3.0.0b1) (Zhang et al., 2008) from the output of read alignment. The file was used to create H3K79me2 profile on the gene bodies using deepTools (v3.5.1) (Ramirez et al., 2016).

## 3 Results

### 3.1 Depletion of Dot1l transcripts in BECs leads to global transcriptomic changes

To analyze Dot1l function in BECs, we performed RNA-sequencing (RNA-seq) analysis of Dot1l-depleted BECs isolated from E15.5 Tie2-Cre(+); Dot1l^2f/2f^ (conditional knockout, cKO) embryonic skin (Figure 1A). BECs isolated from E15.5 littermate Tie2-Cre(−); Dot1l^2f/2f^ embryonic skin were used as the control (Cont). 

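RNA pooled from the skins of 2 to 3 embryos made 1 library of Cont BECs and 1 library of cKO BECs. Neither genotype has a replicate, so each difference between Cont and cKO BECs is a difference between these 2 libraries. The authors trimmed the adapters, aligned the reads to the mm10 genome and deposited the raw counts of reads for 24421 genes. The counts summed to 8863349 reads in the Cont library and 11084686 reads in the cKO library, with at least 1 read on 17760 and 18027 genes. From these counts, normalized counts were computed here with the median of ratios method of DESeq2 on this pair of libraries, which gave size factors of 0.877 for Cont and 1.14 for cKO. By the rule of the paper's methods, a gene was called when its higher normalized count was at least 5 and more than 3 times the lower one. A count of 3 reads or fewer was treated as the floor of a library, which is 0.339 counts per 1000000 reads (CPM) in the Cont library and 0.271 in the cKO library. Where the lower library was at or under that floor, the fold is given as a lower bound: the fold against the floor or the nearer limit of the 95% interval, whichever is smaller. Each log2 ratio is given with an exact (Clopper-Pearson) 95% interval on the reads of both libraries. Such intervals and floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules. Dot1l, a protein-coding gene on chromosome 10 of mm10 from 80755206 to 80795461, had 762 reads in the Cont library and 944 in the cKO library. These are 869 and 828 normalized counts, a log2 ratio of -0.07 (interval -0.21 to 0.07), so the reads show no fall over the whole gene beyond this interval, and a smaller one was not detectable at this depth. Counts per gene do not separate the floxed part of Dot1l from the rest, so they do not test its deletion. Gapdh, to which the paper scales its RT-qPCR, had 1649 normalized counts in Cont and 2797 in cKO, and the ratio of Dot1l to Gapdh in cKO was 0.562 of that in Cont. Because the count of Dot1l did not separate the libraries, the cKO library is called the library labelled cKO, and each direction is that of the labels.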

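In the library labelled cKO, 827 genes were higher and 386 genes were lower than in Cont BECs by this rule. Many of them had few reads. In the library where they were higher, 55% of the upregulated and 60.4% of the downregulated genes were under 20 normalized counts. The median number of reads in that library was 19 for upregulated and 13 for downregulated genes, and 124 and 57 of them had no read in the other library. An exact binomial test on the reads (2-sided, Benjamini-Hochberg adjusted over the 15554 genes with at least 10 reads in the pair) gave an adjusted p-value under 0.05 for 490 upregulated and 209 downregulated genes. That test compares these libraries, not the conditions. When both libraries were drawn 100 times from the same share of reads per gene, so that they differed by counting error alone, the draws gave on average 14.3% of the upregulated and 27.3% of the downregulated number. Of the genes with 30 to 100 normalized counts in the higher library, 232 passed the rule, against a mean of 0.41 in the draws. Another 174 genes passed with at least 100 normalized counts, against 0 in the draws. Draws with an assumed biological coefficient of variation of 0.4 gave 94.5% of the upregulated and 196% of the downregulated number. The alternative that moved these numbers most was the exact test of edgeR with an assumed biological coefficient of variation of 0.4, which called 12 genes up and 10 down.

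**Figure D1:**
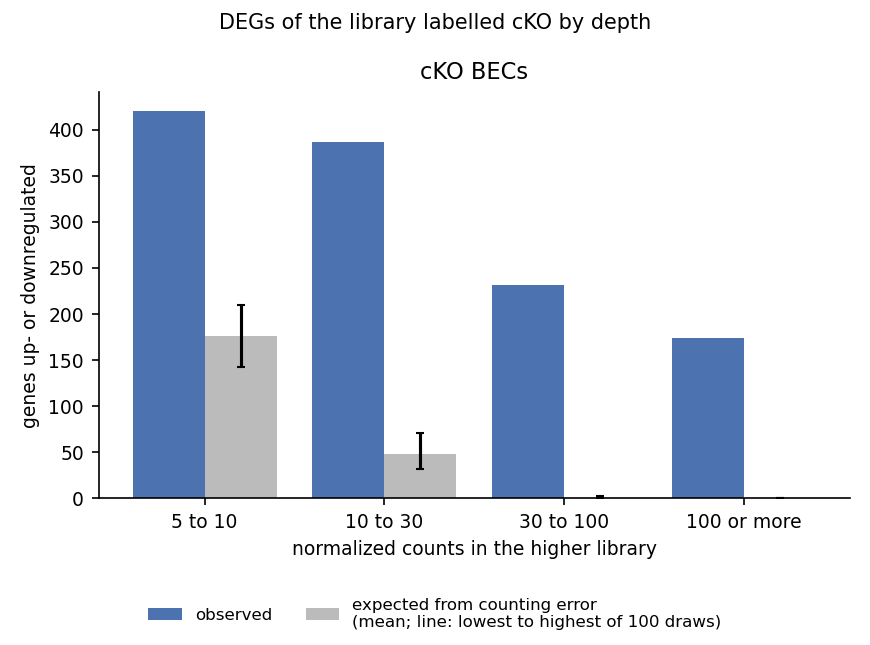
Number of genes up- or downregulated in the library labelled cKO (y axis) by their normalized count in the higher library (x axis), as observed (blue bars) and as the mean of 100 draws with counting error only (grey bars, lines from the lowest to the highest draw). Between 5 and 10 normalized counts, 420 genes were observed and the draws gave 142 to 210, while at 100 or more no draw gave a gene.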

As shown in Figure 1B, 794 genes were upregulated and 369 genes were downregulated in cKO BECs. Dot1l cKO was validated using RT-qPCR (Figure 1C). Gene ontology (GO) analysis of these DEGs in cKO BECs revealed associations between the downregulated genes and lipid catabolic process, cell adhesion, and immune response, and between the upregulation of genes and peptide cross-linking, positive regulation of gene expression, and immune response (Figure 1D). 

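The enrichment of GO terms was not recomputed here. Among the genes past the rule with at least 100 normalized counts in the higher library, the 5 with the largest rise in the library labelled cKO were Marco, Cftr, Gpnmb, Bex4 and Gm1966. Marco, on chromosome 1 from 120474538 to 120505024, had 5 reads in the Cont library and 360 in the library labelled cKO, a log2 ratio of 5.79 (interval 4.56 to 7.42). Cftr had 2 and 171 reads, at least 17.9-fold more in normalized counts. Gpnmb had 5 and 295 reads, Bex4 4 and 227 reads, and Gm1966 5 and 222 reads. The largest falls were those of Rprl2, Rprl3, Tcf24, Mrgprb1 and Car3. Tcf24, on chromosome 1 from 9960163 to 9967932, had 863 reads in the Cont library and 10 in the library labelled cKO, a log2 ratio of -6.81 (interval -7.87 to -5.92). Mrgprb1 fell from 191 to 4 reads and Car3 from 1036 to 36 reads. Rprl2 (124 and 0 reads) and Rprl3 (119 and 0 reads) are near-identical copies, so the share of either is uncertain. Of the keratinocyte genes, Krt1 (33 and 254 reads) and Krt10 (51 and 263 reads) were upregulated, while Krt17 had 302 reads in Cont and 231 in the library labelled cKO. Of 12 macrophage genes, 11 were also higher in the library labelled cKO, and none of the 12 was called by the rule.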

Pathway analysis of the DEGs showed that the genes involved in the tumor necrosis factor (TNF) signal-, peroxisome proliferator-activated receptor signal-, and interleukin (IL)17-related pathways were downregulated, and genes involved in drug metabolism and cytokine/receptor-related pathways were upregulated (Figure 1E).

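The pathway gene sets were not used here. Pparg, which encodes a peroxisome proliferator-activated receptor, had 553 normalized counts in Cont BECs and 322 in the library labelled cKO (log2 ratio -0.78, interval -0.98 to -0.58), which is less than the 3-fold of the rule. Of 7 adipocyte genes that include Pparg, Adipoq (42 and 1 reads), Plin1 (38 and 0 reads) and Cidec (15 and 4 reads) were downregulated by the rule. Adipoq was at least 9.27-fold lower and Plin1 at least 12.7-fold lower, and Cidec was 4.87-fold lower. Fabp4 fell from 8530.1 to 5113 normalized counts, while Lpl had 546 and 569 and Retn had only 4 and 6 reads.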

**FIGURE 1:**
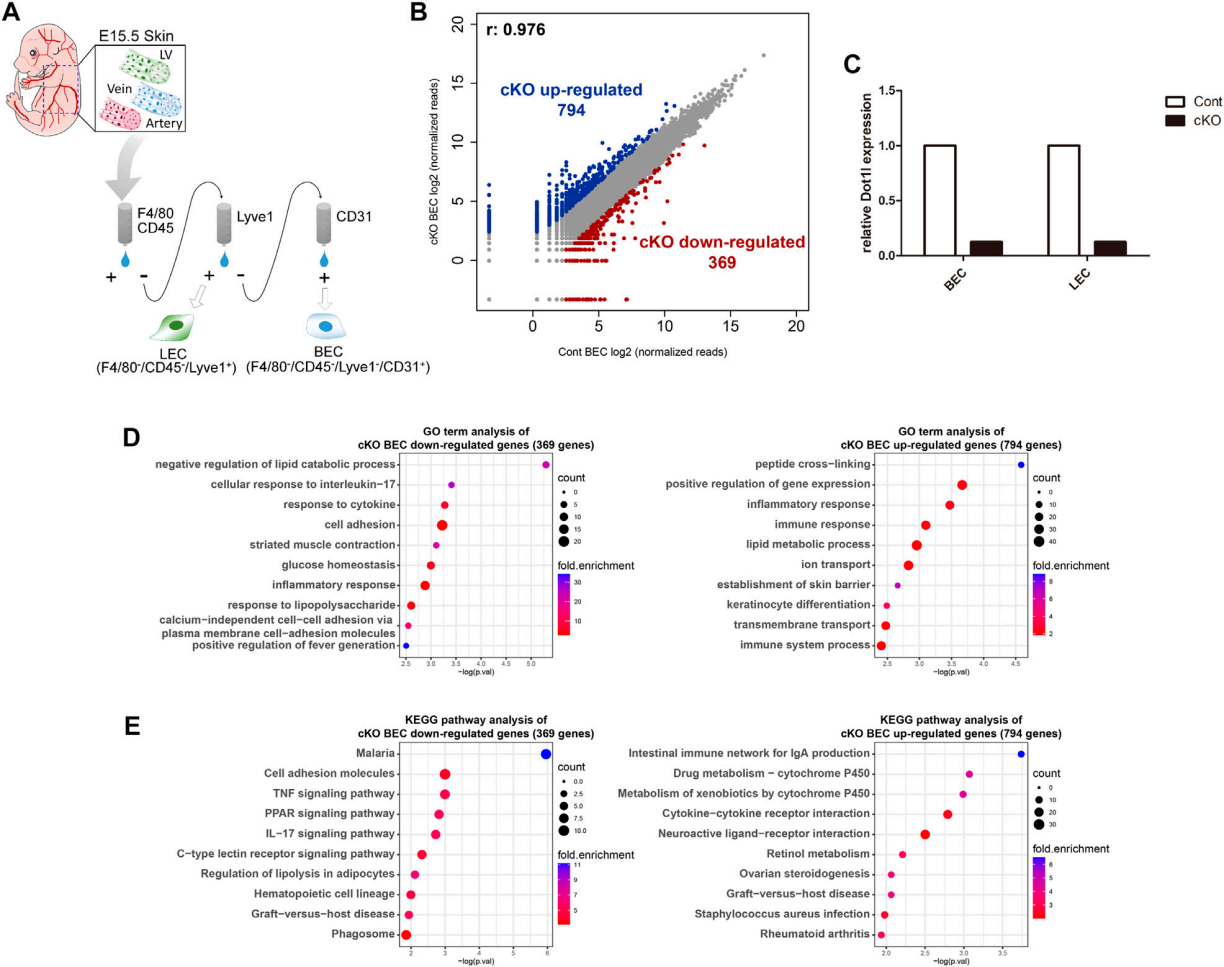
RNA-seq analysis of Dot1l cKO BECs. **(A)** Schematic diagram of the isolation of BECs from E15.5 cKO or control embryos. Cell surface markers used for BEC isolation were macrophage markers (F4/80/CD45)-negative, LEC marker (Lyve1)-negative, and BEC marker (CD31)-positive. **(B)** Scatterplot of differentially expressed genes (DEGs) according to a cutoff value, ≥5 normalized read counts, and fold change ≥3. **(C)** RT-qPCR results for validation of Tie2-Cre mediated Dot1l cKO. Expression of Dot1l is normalized to the expression value of Gapdh. (n = 1) **(D)** GO term analysis of down- and upregulated DEGs. **(E)** KEGG pathway analysis with down- and upregulated DEGs. Abbreviations: cKO, conditional knockout; LV, lymphatic vessel; LEC, lymphatic endothelial cell and BEC, blood endothelial cell.

### 3.2 Dot1l regulates common or distinct transcriptome in BECs and LECs

Next, we analyzed the regulatory function of Dot1l in the transcription of BECs and LECs. We previously showed that Dot1l loss represses genes involved in cell adhesion and angiogenesis in E15.5 skin LECs (Yoo et al., 2020). In this study, we compared the transcriptomic changes induced by Dot1l cKO in BECs and LECs (Figures 2A,B). The gene set repressed uniquely in the cKO LECs included genes related to cell adhesion, nervous system development, and angiogenesis (out of 2,134 genes) (Figure 2C). Meanwhile, genes related to immune response were enriched in cKO BECs repressed gene set (24 out of 227 genes, 10.6%; Figure 2C, Supplementary Figure S1A). The cKO LEC GO analysis of uniquely enhanced gene set also exhibited enrichment of immune response-related genes (375 out of 2,401 genes, 15.6%; Figure 2D). We further investigated expression pattern change of immunity-related genes using Gene Set Enrichment Analysis to identify which category of the immune system was up- or downregulated in each case (Subramanian et al., 2005). 18 child terms of the term “immune response” was obtained from the Amigo2 database (Carbon et al., 2009). Out of the 18 child terms, all 18 terms were significantly more upregulated in the Dot1l cKO LECs, while cKO BECs exhibited downregulation of “innate immune response in mucosa”, “organ or tissue specific immune response”, “immunological memory process” and “type 2 immune response” (Figure 2E; Supplementary Figure S2). This result attributes to decreased expression of genes such as *Il6*, *Arg2*, and *Irf1* in the cKO BECs (Supplementary Figure S1A).

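Il6, on chromosome 5 of mm10 from 30013114 to 30019981, had 78 reads in Cont BECs and 22 in the library labelled cKO. It was 4.61-fold lower there in normalized counts, a log2 ratio of -2.20 (interval -2.96 to -1.51, adjusted p = 4.02e-11 in the exact binomial test on reads). Arg2, on chromosome 12 from 79130777 to 79156301, had 38 and 14 reads and was 3.53-fold lower, with a log2 ratio of -1.82 (interval -2.82 to -0.90, adjusted p = 0.000138 in the exact test). Irf1, on chromosome 11 from 53770014 to 53778374, fell from 1116 to 429 reads, a log2 ratio of -1.76 (interval -1.92 to -1.60). The exact test compares the 2 libraries. The count of Dot1l over the whole gene, which does not test its deletion, showed no fall beyond its interval in the library labelled cKO. In the same library 16 of 20 immediate early and stress genes were lower too, a list that holds none of these genes. That list was chosen after the data were examined, so it is not independent evidence. By the rule, 0 of its genes were called downregulated and 2 were called upregulated. The paper found terms of the immune response downregulated in cKO BECs by gene set enrichment (Figure 2E), and attributes this to lower expression of genes like these.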

**FIGURE 2:**
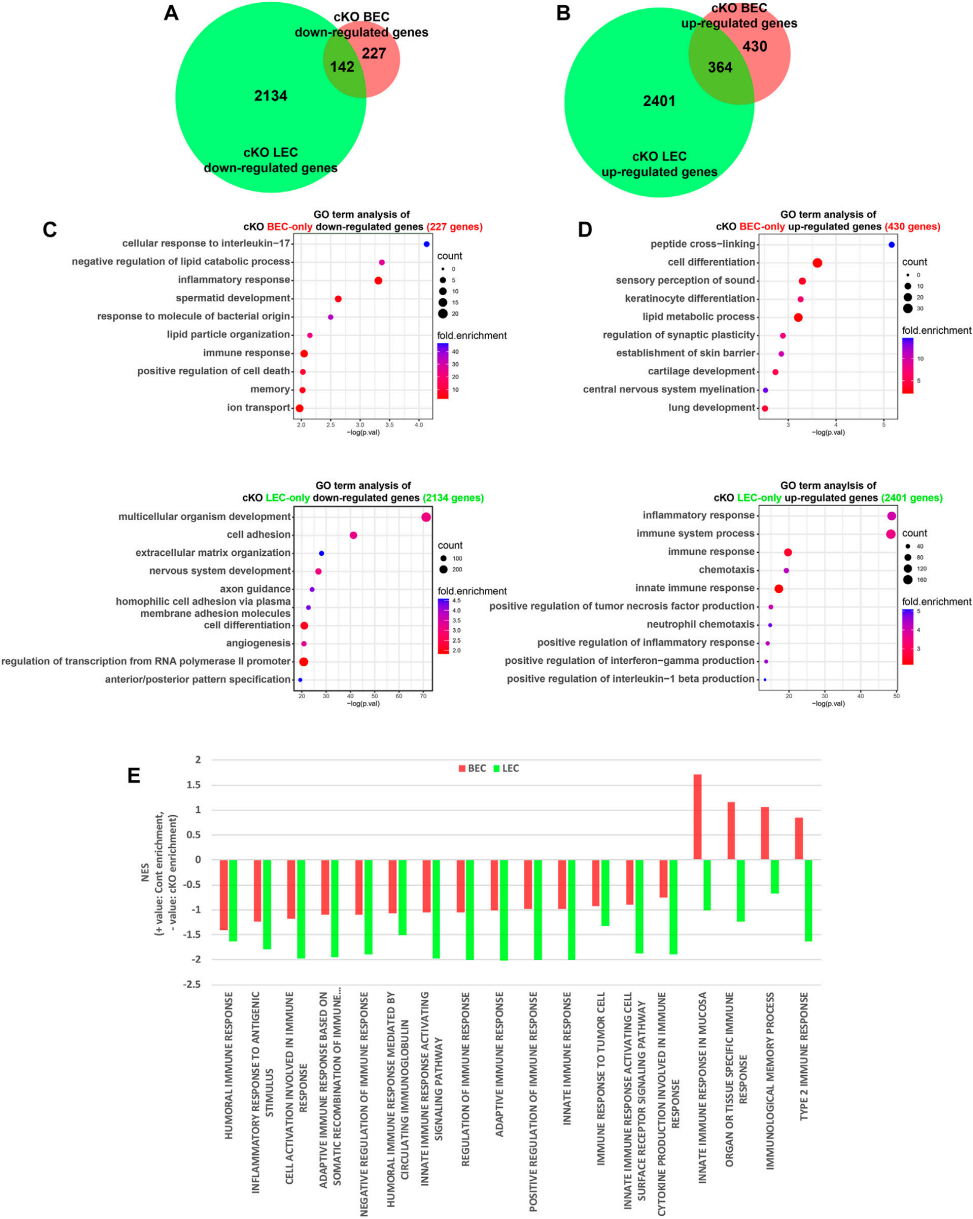
Comparison of DEGs between cKO BECs and LECs. **(A)** Venn diagram showing numbers of common and BEC- and LEC-only downregulated genes in cKO cells. **(B)** Venn diagram showing numbers of common and BEC- and LEC-only upregulated genes in the cKO. **(C)** GO terms identified for BEC- and LEC-only downregulated genes. **(D)** GO terms identified for BEC- and LEC-only upregulated genes. **(E)** Bar graph of normalized enrichment score (NES) of 18 child terms of the term “immune response”. Positive NES indicates enrichment in the control ECs and negative NES indicates enrichment in the Dot1l cKO ECs.

To investigate whether the DEGs in Dot1l cKO ECs are a result of differential H3K79 methylation, LEC H3K79me2 ChIP data from our previous study was reanalyzed (Yoo et al., 2020). Reduction of H3K79me2 levels upon Dot1l inhibition by EPZ-5676 (also known as pinometostat) was observed in the gene bodies of commonly unchanged (none-DEGs) and downregulated DEGs but not in the commonly upregulated DEGs (Supplementary Figure S1C). The result provides additional evidence for association with the change of Dot1l-mediated H3K79 methylation and transcriptional activation. At the same time, the decrease of methylation level in the gene bodies of unchanged genes suggests that Dot1l is involved in transcription-independent cellular and molecular mechanisms.

The analysis of overlapping DEGs revealed 142 and 364 commonly repressed and elevated genes, respectively, in both ECs as a result of Dot1l depletion (Figures 2A,B). Analysis of GO terms revealed that downregulated genes were associated with glucose metabolism and upregulated genes were associated with cell-to-cell adhesion, and immunity-related terms (immune system process, inflammatory response, and others) (Supplementary Figure S1B). 

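In the BEC libraries, Cldn11 (chromosome 3 of mm10, 31149920 to 31164324) had 124 reads in Cont and 33 in the library labelled cKO, a log2 ratio of -2.29 (interval -2.89 to -1.72). Cd84 (chromosome 1, 171839697 to 171890718) rose from 292 to 1225 reads, a log2 ratio of 1.69 (interval 1.51 to 1.88). Most macrophage genes were higher in the library labelled cKO as well. Socs3 (chromosome 11, 117966079 to 117970047) was 4.19-fold lower, with 1021 and 317 reads and a log2 ratio of -2.07 (interval -2.25 to -1.88). Spink5 (chromosome 18, 43963235 to 44022501) was 8.72-fold higher, from only 9 reads in Cont to 102 reads, with an interval on the log2 ratio of 2.14 to 4.29. In the library labelled cKO, 11 of 14 keratinocyte genes were higher too. The LEC libraries of the cKO were not analysed here.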

Representative genes visualized in the IGV tracks included *Cldn11* (downregulated in BECs and LECs), *CD84* (upregulated in BECs and LECs), *Socs3* (downregulated in BECs), *Spink5* (upregulated in BECs), *Cdh5* (downregulated in LECs), and *Tnf* (upregulated in LECs) (Supplementary Figure S1D).

### 3.3 Forced Overexpression of Dot1l transcripts changes distinct gene sets in BECs or LECs

Next, we induced Dot1l overexpression in BECs (OE-BECs) or LECs (OE-LECs) to investigate its role in the regulation of gene transcription (Figure 3A). 

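For the overexpression, BECs of a mouse embryonic yolk sac line and LECs from mouse embryonic dermis were transduced with a lentivirus that directs dCas9 fused to the activator VP64 to the Dot1l promoter, and control cells received empty lentivirus. Sorted GFP-positive cells of 2 to 3 flasks made 1 library for each of Cont BECs, OE-BECs, Cont LECs and OE-LECs, so these comparisons have no replicates either. The deposited counts summed to 17685615 reads in Cont BECs and 13933651 in OE-BECs, and to 26117161 in Cont LECs and 31032461 in OE-LECs. At least 1 read was counted on 15353, 15808, 15016 and 15529 genes of these libraries, in the same order. Each OE library was normalized together with its own control only. The size factors were 1.14 and 0.876 for Cont BECs and OE-BECs, and 0.923 and 1.08 for Cont LECs and OE-LECs. A gene was called when its higher normalized count was at least 3 and more than 3 times the lower one, the minimum that the paper's methods give for OE samples. With this minimum a gene can be called on 3 or 4 reads. The floor of 3 reads corresponds to 0.170 CPM in Cont BECs, 0.215 in OE-BECs, 0.115 in Cont LECs and 0.0967 in OE-LECs. The ribosomal RNA gene Rn45s took 5.91% of the reads in Cont BECs and 10.9% in OE-BECs, against 0.0534% in Cont LECs and 0.0632% in OE-LECs. Prox1, a marker of lymphatic endothelium, had 0 reads in both LEC libraries and in both BEC libraries of this experiment.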

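Dot1l had 1972 reads in Cont BECs and 4208 in OE-BECs, which is 2.78-fold higher in normalized counts (log2 ratio 1.48, interval 1.40 to 1.55). In LECs its reads were 2490 in the control and 6720 after overexpression, which is 2.30-fold higher (log2 ratio 1.20, interval 1.14 to 1.27). Both folds are under the 3-fold of the rule. Mmp3, on chromosome 9 of mm10 from 7445822 to 7455975, rose from 66 to 224 reads in OE-BECs (log2 ratio 2.15, interval 1.74 to 2.56) and from 292 to 1063 reads in OE-LECs (log2 ratio 1.63, interval 1.44 to 1.82). Cldn1, on chromosome 16 from 26356642 to 26371841, fell from 20 to 6 reads in OE-LECs, with a log2 ratio of -1.97 (interval -3.57 to -0.60). In BECs Cldn1 had 5 reads in the control and 0 in OE-BECs. The rule calls it, but the interval of its log2 ratio reaches up to 0.51, so the fall was not detectable at this depth.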

Overexpression of Dot1l and expression alteration of Mmp3 and Cldn1 in both types of cells were confirmed by RT-qPCR and in the IGV (Figures 3B,C; Supplementary Figures S3A, B). 

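By the rule for OE samples, 1186 genes were higher and 779 lower in OE-BECs, and 385 were higher and 290 lower in OE-LECs. Few reads stood behind most of these calls: the median in the higher library was 6 reads for genes up and 12 for genes down in OE-BECs, and 8 and 5.5 in OE-LECs. Of the genes up in OE-BECs, 81.3% were under 20 normalized counts and 567 had no read in Cont BECs. Of the genes down in OE-LECs, 82.4% were under 20 normalized counts. The exact binomial test on the reads, adjusted over 13396 genes in BECs and 13028 in LECs, gave an adjusted p-value under 0.05 for 368 of the genes up and 375 of the genes down in OE-BECs, and for 143 and 76 in OE-LECs. Draws with counting error alone gave 19.1% of the number up and 31.2% of the number down in OE-BECs, and 40.5% and 67.4% in OE-LECs. Draws with an assumed biological coefficient of variation of 0.4 gave 67.1% and 106% in OE-BECs, and 177% and 246% in OE-LECs. A coefficient of 0.4 is thus too high for the OE-LEC pair. The exact test of edgeR called more genes in each direction with 0.2 than with 0.4. With an assumed biological coefficient of variation of 0.4, the exact test of edgeR called 2 genes up and 18 down in OE-BECs and 0 in either direction in OE-LECs.

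**Figure D2:**
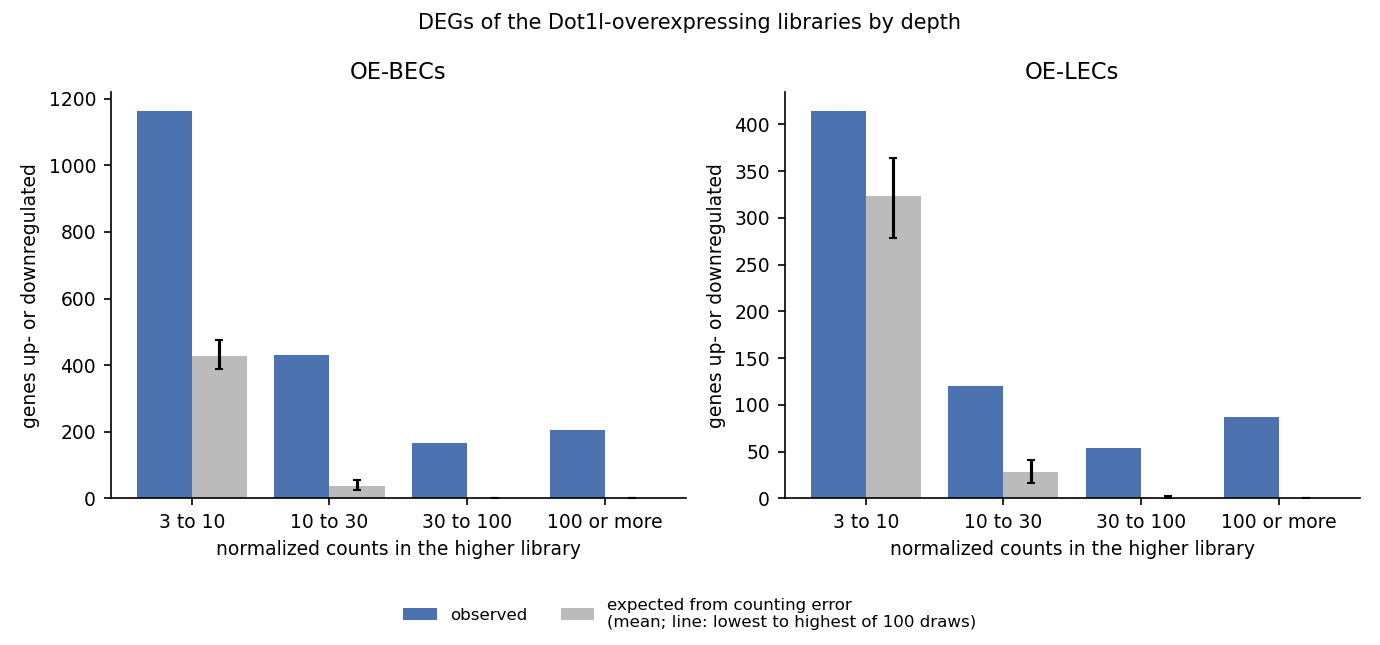
Number of genes up- or downregulated in OE-BECs (left) and OE-LECs (right) on the y axis, by their normalized count in the higher library (x axis), as observed (blue bars) and as the mean of 100 draws with counting error only (grey bars, lines from the lowest to the highest draw). Between 3 and 10 normalized counts the draws gave 388 to 476 genes against 1162 observed in BECs, and 279 to 364 against 414 in LECs.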

RNA-seq analysis identified 1,175 upregulated and 723 downregulated genes in OE-BECs, and 384 upregulated and 289 downregulated genes in OE-LECs (Figure 3D). 

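Of the genes called in OE-BECs with at least 100 normalized counts in the higher library, Msln rose most, from 47 to 945 reads (chromosome 17 of mm10, 25748613 to 25754378, log2 ratio 4.71, interval 4.29 to 5.17). Ankrd1 rose from 35 to 407 reads, Sprr1a from 19 to 190 reads and Sema3e from 52 to 473 reads. On the other side, Aqp1 fell from 2232 to 60 reads, which is 28.5-fold lower (chromosome 6, 55336432 to 55348555, log2 ratio -4.83, interval -5.23 to -4.47). Syt13 fell from 1187 to 41 reads. Fam84a fell from 133 to 0 reads, at least 27.3-fold, Bmx from 123 to 2, at least 12.8-fold, and Wfdc1 from 126 to 3, at least 10.8-fold. Of 12 blood endothelial genes, 11 were lower in OE-BECs and Flt1 fell from 5099 to 888 reads.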

Analysis of GO terms revealed OE-BECs had enhanced expression of genes associated with cell adhesion, development, and positive regulation of angiogenesis, and repressed expression of genes associated with positive regulation of angiogenesis, extracellular matrix (ECM) organization, cell adhesion, and cell proliferation. OE-LECs displayed enhanced transcriptional activity of genes associated with cellular response to interferon-beta and response to virus and immune system processes, and repressed activity of genes associated with ECM organization, cell adhesion, extracellular signal-regulated kinase (ERK)1 and ERK2 cascade, and establishment of the endothelial barrier (Figures 3F,G).

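In OE-LECs the largest rise among genes with at least 100 normalized counts was that of Oas2, from 173 to 3261 reads (chromosome 5 of mm10, 120730333 to 120749853, log2 ratio 4.01, interval 3.79 to 4.24). AI607873 rose from 45 to 727 reads, Oasl1 from 144 to 1543, Oas3 from 425 to 4373 and Ano1 from 27 to 280. The Oas genes are similar in sequence, so the split of reads among them is uncertain. Of a list of 20 interferon response genes, 19 were higher in OE-LECs and 10 were called upregulated. Their median log2 ratio, with 1 added to each normalized count, was 1.65, above all 10000 random lists of the same size matched on mean expression. This places the list among the genes of these 2 libraries and is not a test of the condition. In OE-BECs the median of the same list was -0.11, with 7 genes higher and 13 lower, and 12.2% of the random lists lay below it. The difference between OE-LECs and OE-BECs was not tested. Of the 20 genes, 10 are also among the immune genes that the study drew from these libraries for Figure 4D. The largest falls in OE-LECs were those of Tc2n (2438 to 274 reads, 10.4-fold, chromosome 12, 101645443 to 101718523), Stab2 (242 to 40 reads), Gpihbp1 (585 to 123 reads), F8 (1146 to 246 reads) and Ttyh1 (501 to 110 reads).

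**Figure D3:**
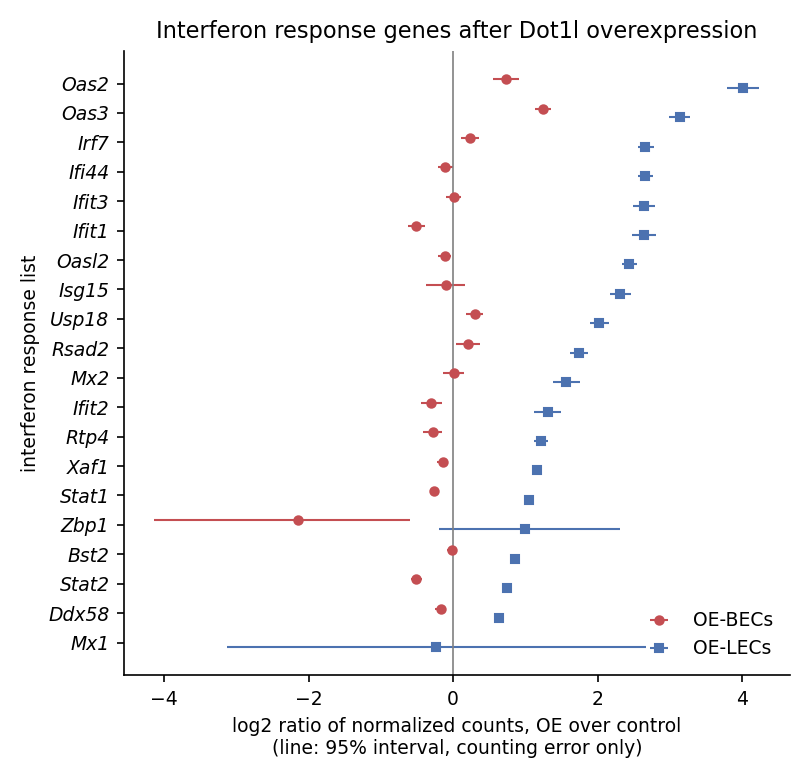
Log2 ratio of normalized counts, OE over control (x axis), for 20 interferon response genes (y axis) in OE-BECs (red) and OE-LECs (blue), with lines for the 95% interval, which covers counting error only. In OE-LECs 19 genes lie above 0, and Mx1 in OE-BECs, with 16 reads in the control and 0 in OE-BECs, has no finite ratio and is not drawn.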

**FIGURE 3:**
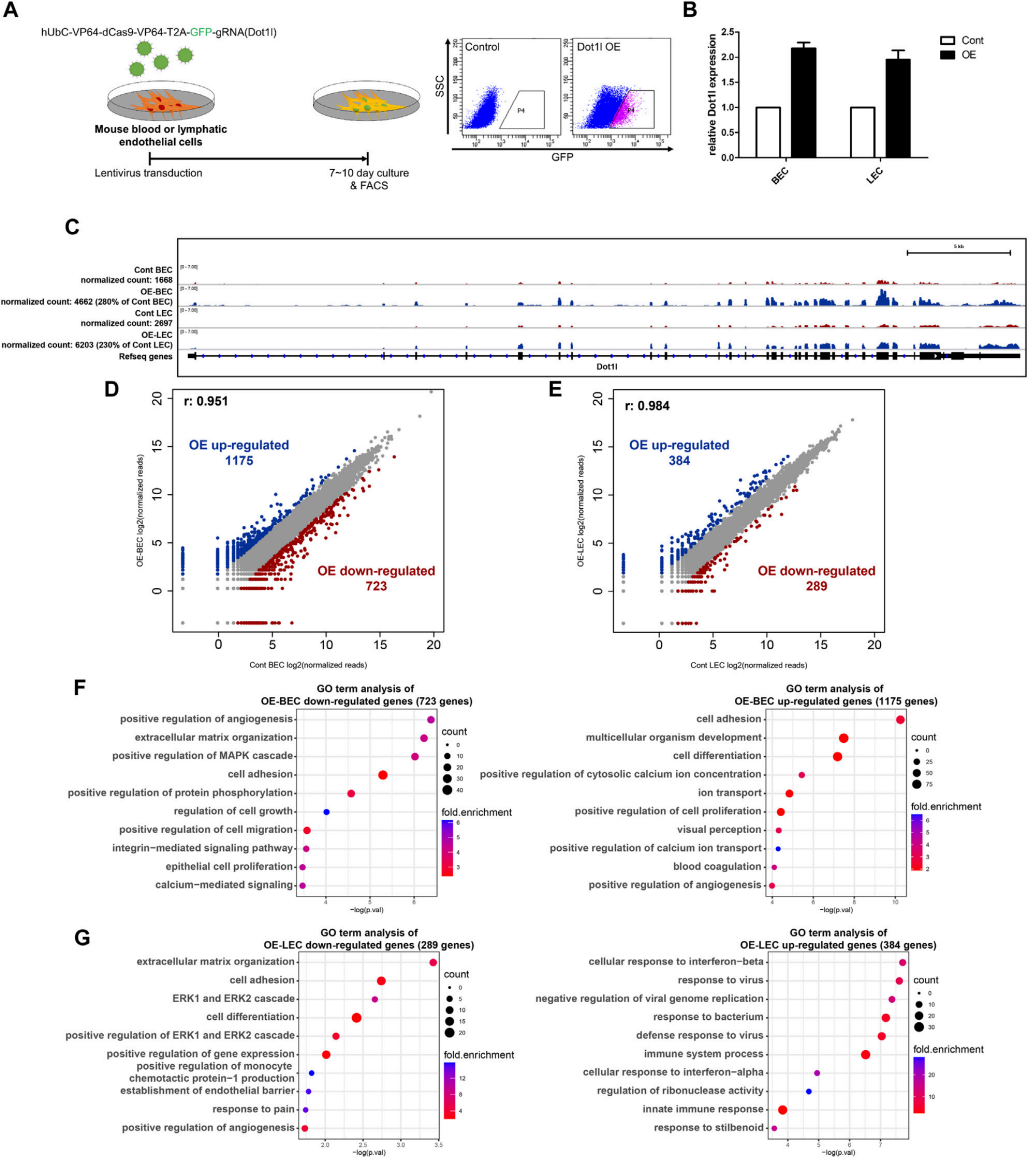
RNA-seq analysis in the Dot1l-overexpression (OE) BECs and LECs. **(A)** Schematic diagram showing lentivirus-mediated OE in either LECs or BECs via hUbC-VP64-dCas9-dCas9-T2A-GFP-gRNA (for Dot1l) vector and fluorescence-activated cell sorting of transduced cells (green fluorescent protein-positive [GFP+] cells). **(B)** RT-qPCR results for validation of lentiviral transduction mediated Dot1l OE. Dot1l expression is normalized to the expression value of Gapdh. (n = 2) **(C)** IGV track confirming Dot1l overexpression in LECs or BECs. **(D)** Scatter plot showing DEGs between control and OE-BECs. **(E)** Scatter plot showing DEGs between control and OE-LECs. Analysis of GO terms with down- or upregulated DEGs in OE-BECs **(F)** and OE-LECs **(G)**.

Next, we sought to identify genes that are highly dependent on Dot1l for their expression by comparing gene expression change between the cKO and OE samples. To that end, genes with normalized expression values that were either more than three times higher or less than one-third of the expression value in the control were selected. In total, there were 16 genes for BECs and 22 genes for LECs (Supplementary Figure S3C). 

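The paper's sentence on this selection gives the fold, but not the directions or a minimum count. Its methods give minimums for DEGs in general, and Supplementary Figure S3C was not read here. By the rules of the paper's methods, 114 genes were changed in opposite directions in the library labelled cKO and in OE-BECs. Random lists of the same sizes, matched on mean expression, shared a median of 108 such genes (95% of draws from 90 to 125), and 2571 of 10000 draws shared as many as observed. Another 133 genes were changed in the same direction in both comparisons, against a median of 125 in the draws. Among the 114 genes, 22 had an adjusted p-value under 0.05 in the exact binomial test on reads in both comparisons. The genes with at least 100 normalized counts in the higher library of both comparisons were Stab2 and Clec4d. Stab2, on chromosome 10 of mm10 from 86841198 to 87008025, rose from 133 to 876 reads in the library labelled cKO and fell from 2412 to 114 reads in OE-BECs. Clec4d, on chromosome 6 from 123262111 to 123275265, rose from 17 to 231 reads and fell from 472 to 96 reads. The count of Dot1l rose in OE-BECs and showed no fall beyond its interval in the library labelled cKO. Counts over the whole gene do not test its deletion. For LECs, the cKO libraries were not analysed here.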

Notably, GO term analysis in the cKO vs. OE DEGs of LECs revealed an enrichment of genes related to cell adhesion and blood vessel remodeling among the selected genes (Supplementary Figure S3D). The genes Stab2, Fat2, Emp2, and Sulf1 were associated with the term cell adhesion, and Sema3c and Axl were associated with the term blood vessel remodeling.

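In OE-LECs, Stab2 fell from 242 to 40 reads, which is 7.10-fold lower (log2 ratio -2.83, interval -3.35 to -2.34). The other genes rose. Fat2, on chromosome 11 of mm10 from 55250609 to 55336564, had 15 reads in Cont LECs and 64 in OE-LECs (log2 ratio 1.86, interval 1.03 to 2.78). Emp2, on chromosome 16 from 10281749 to 10313968, had 11 and 58 reads (log2 ratio 2.17, interval 1.22 to 3.25). Sulf1, on chromosome 1 from 12692277 to 12861192, rose from 429 to 1560 reads, just past the rule at 3.10-fold. Sema3c, on chromosome 5 from 17574281 to 17730268, rose 3.80-fold from 136 to 607 reads. Axl, on chromosome 7 from 25757273 to 25788705, rose 6.05-fold from 176 to 1249 reads (log2 ratio 2.60, interval 2.37 to 2.83). The cKO side of these genes in LECs was not analysed here.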

### 3.4 Comparison of transcriptomic alterations between OE-BECs and OE-LECs

We then compared genes that were up- or downregulated in OE-BECs and OE-LECs (Figures 4A,B). 

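By the rule, 80 genes were lower in both OE-BECs and OE-LECs, against a median of 38 shared by random lists of the same sizes matched on mean expression (95% of draws from 28 to 49), and 0 of 10000 draws shared as many. Of the 80 genes, 44 had an adjusted p-value under 0.05 in the exact binomial test on reads in both comparisons, and 21 had at least 100 normalized counts in both. The 21 included Stab2, Tc2n, Ttyh1, Fbln5, F8, Gpihbp1, Trp53i11, Ednrb, Dapk2 and Kcnj2. Fbln5, which encodes a protein of the extracellular matrix, was 6.68-fold lower in OE-BECs and 4.81-fold lower in OE-LECs. Ednrb was 8.49-fold lower in OE-BECs and 3.96-fold lower in OE-LECs. The change of Trp53i11 was 8.31-fold in OE-BECs and 4.13-fold in OE-LECs, that of Dapk2 6.46-fold and 3.81-fold, and that of Kcnj2 12.2-fold and 3.79-fold, each of them downward.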

As shown in Figure 4A, out of a total of 76 genes, genes associated with ECM organization, differentiation, EC proliferation involved in wound healing, and cell adhesion were commonly downregulated in OE-BECs and OE-LECs (Figure 4A). Of a total of 86 genes, those associated with positive regulation of cell migration, chemotaxis, and inflammatory response were commonly upregulated in OE-BECs and OE-LECs (Figure 4B). 

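The genes higher in both OE-BECs and OE-LECs were 88 by the rule. The matched random lists shared a median of 58 (95% of draws from 46 to 71), and 0 of 10000 draws shared 88 or more. Only 37 of the 88 genes had an adjusted p-value under 0.05 in the exact binomial test on reads in both comparisons, and 8 had at least 100 normalized counts in both: Axl, Msln, S100a4, Sema3c, Mmp3, Map6, Havcr2 and AI607873. Axl rose from 14 to 123 reads in OE-BECs, which is 11.5-fold. S100a4 rose 4.33-fold in OE-BECs and 7.80-fold in OE-LECs, and Map6 3.11-fold and 3.86-fold. Msln was 4.46-fold higher in OE-LECs, where it already had 2750 reads in the control, and AI607873 was 3.01-fold higher in OE-BECs. Genes changed in opposite directions in OE-BECs and OE-LECs numbered 65, fewer than the 78 to 111 that 95% of the matched random lists shared.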

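The 50 genes shown for the MAPK/ERK pathway in Figure 4C had a median log2 ratio of -1.83 in OE-BECs, below all 10000 random lists matched on mean expression, and of -0.56 in OE-LECs, also below all of them. Over the 45 and 42 genes with more than 3 reads in at least 1 library, with genes at or under 3 reads in the other at their bound, the medians were -1.71 and -0.57. In OE-BECs 38 of the 50 genes were lower, and 37 were called downregulated and 6 upregulated. In OE-LECs 30 of the 47 genes with reads were lower, and 11 were called downregulated and 7 upregulated. The study chose these genes from the same libraries, so their shift is not independent evidence. Of the 3 genes of the list downregulated in both, Kit fell from 7018 to 1284 reads in OE-BECs (4.19-fold) and from 5756 to 2034 in OE-LECs (3.32-fold), Igf1 from 67 to 2 and from 70 to 16 reads, and C1ql4 from 72 to 1 and from 10 to 1 reads.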

Interestingly, common and related terms, such as positive regulation of angiogenesis, extracellular matrix organization, cell adhesion, positive regulation of MAPK cascade, and ERK1 and ERK2 cascade, were found in the most significantly enriched terms in downregulated DEG sets of both types of OE-ECs (BEC: 38 out of 723 genes, 5.3%; LEC: 28 out of 289 genes, 9.7%; Figures 3E,F). 

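Of the genes that Figure 4C shows for the MAPK/ERK pathway, 5 were upregulated by the rule in both OE-BECs and OE-LECs: Ccl5, Ccr1, Cd4, Havcr2 and Trpv4. Havcr2 rose from 80 to 188 reads in OE-BECs (3.06-fold) and from 283 to 997 reads in OE-LECs (3.00-fold), close to the 3-fold of the rule in both. Ccl5 rose from 6 to 24 reads in OE-BECs (log2 ratio 2.38, interval 1.06 to 3.96) and from 7 to 76 reads in OE-LECs (log2 ratio 3.21, interval 2.10 to 4.57). The other 3 were at or under the floor in both control libraries. Cd4 had 0 and 4 reads in BECs and 1 and 6 reads in LECs, Ccr1 had 0 and 3 reads and 0 and 5 reads, and Trpv4 had 0 and 3 reads and 3 and 21 reads.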

The term positive regulation of ERK1 and ERK2 cascade were also enriched in GO term analysis results of the commonly upregulated gene set of both Dot1l OE-ECs (5 out of 86 genes, 5.8%; Figures 4B,C). This implies a close connection between Dot1l-mediated transcriptional regulation and MAPK/ERK signaling pathway during EC development. 

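Among the genes of Figure 4C for this pathway, 1 was called up in OE-BECs and down in OE-LECs, and 2 were called down in OE-BECs and up in OE-LECs. From the terms for the MAPK cascade and the ERK1 and ERK2 cascade among both the down- and the upregulated genes of OE-BECs and OE-LECs, the paper proposes a close connection between transcriptional regulation by Dot1l and MAPK/ERK signaling.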

In the analysis result of upregulated genes, OE-BEC upregulated genes are enriched in GO terms such as cell adhesion and ion transport, while OE-LEC upregulated genes are enriched in immunity related GO terms (Figures 3F,G). 

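Figure 4D shows 70 genes for ion transport, all of which were upregulated by the rule in OE-BECs, with a median log2 ratio of 2.15, or 1.64 over the 55 genes above the floor of 3 reads in at least 1 library, with genes at the floor in the other at their bound. Only 7 of the 70 had a mean of at least 20 normalized counts in the BEC pair. In OE-LECs 42 of them had reads, 31 of these were higher and 11 were called upregulated. Their median was 0.94, or 0.77 over the 22 above the floor in at least 1 library, at their bound, and 0.95 over the 8 with a mean of at least 20 normalized counts, of which 7 rose. The 52 genes that Figure 4D shows for the immune response were all upregulated by the rule in OE-LECs, with a median log2 ratio of 2.11, or 1.89 with genes at or under the floor at their bound. Of these, 30 had a mean of at least 20 normalized counts in the LEC pair. In OE-BECs 32 of the 46 immune genes with reads were higher, 6 were called up and 3 down, and the median was 0.35. The genes were selected by the study in the libraries where all of them rose, so only the other cell type adds information.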

GO term analysis of the overlapping DEGs from each comparison presented enrichment in both calcium ion transport and inflammatory response terms (Figures 4B,D).

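Of the 70 ion transport genes of Figure 4D, 11 were upregulated by the rule in both OE-BECs and OE-LECs: Adra1d, Ano1, C3ar1, Ccl5, Ccr1, Grin3a, Kcnf1, P2rx1, Ryr1, Scn3a and Trpv4. Of the 52 immune genes, 6 were: Axl, Ccl5, Cd4, Cxcl10, Havcr2 and Oasl1. Another 3 immune genes were called up in OE-LECs and down in OE-BECs.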

**FIGURE 4:**
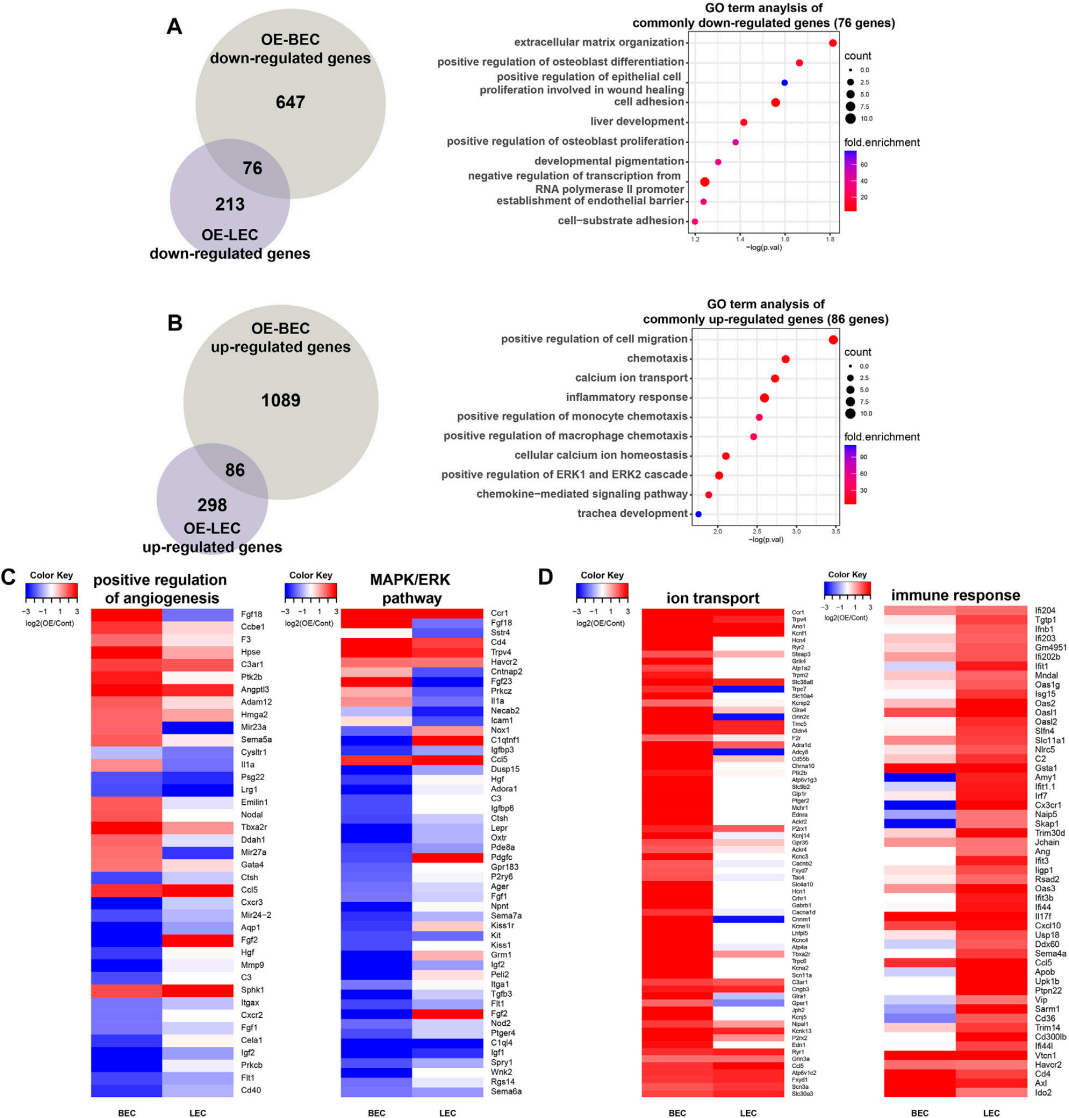
Comparison of DEGs between OE-BECs and OE-LECs. **(A)** Venn diagram showing numbers of common and BEC- and LEC-only downregulated genes in an analysis of GO terms. **(B)** Venn diagram showing numbers of common and BEC- and LEC-only upregulated genes in an analysis of GO terms. **(C)** Heatmap representing expression change of genes related to positive regulation of angiogenesis and MAPK/ERK pathway. **(D)** Heatmap representing expression change of genes related to ion transport and immune response.

## 4 Discussion

Dot1l has critical roles in cardiovascular development and function. Dot1l loss leads to defects in heart development and function *in vivo* (Nguyen et al., 2011), LEC development and function *in vivo* (Yoo et al., 2020), and BEC function *in vitro* (Duan et al., 2016). Using genetic and epigenomic approaches, we previously provided evidence that Dot1l is essential for LEC differentiation from the hemogenic endothelium and takes part in the transcriptional regulation process. Consistent with our previous study, another study showed that Dot1l is a critical factor that regulates human LEC migration (Williams et al., 2017). A genome-wide study showed that LECs require multiple-layered signaling pathways systemically regulated by each other. However, the function of Dot1l in BECs, especially function in transcriptional regulation, remains unclear. Furthermore, to the best of our knowledge, no study has directly compared the transcriptomes of BECs and LECs in which epigenetic factors are depleted. However, it has been clearly shown that epigenetic mechanisms involved in establishing, diversifying, and maintaining endothelial function depend on their location in different organs, their function, and cell type (BEC vs*.* LEC) (Bronneke et al., 2012; Yan and Marsden, 2015; Schlereth et al., 2018; Nakato et al., 2019; Gutierrez et al., 2021; Tacconi et al., 2021).

A well-known regulatory function of Dot1l in gene transcription is mediated through H3K79 methylation. The H3K79 methylation promotes the euchromatin state and consequent transcription factor recruitment and transcription initiation (Steger et al., 2008; Wang et al., 2008; Sarno et al., 2020). Using the previous H3K79me2 ChIP-seq analysis in cKO LECs after EPZ-5676 treatment, we found decrease in methylation level of gene bodies of Dot1l cKO common downregulated DEGs (Supplementary Figure S1C). H3K79 di-/tri-methylation is strongly correlated with active gene transcription (Steger et al., 2008) and other active histone markers in mammalian cells. Dot1l knockdown impaired the differentiation potential of KIND1 and HES3 cells by reducing NKX2.5 expression (Pursani et al., 2018) and Dot1l cKO caused lymph vessel development failure by reducing Sox18, Vegfr3, Ramp2, Foxc2, Efnb2, and Eph4 expression. On the other hand, Dot1l-mediated transcriptional repression has also been reported in a number of studies. H3K79me3 has been demonstrated to localize more at silent promoters than active promoters except for narrow region surrounding TSS (Barski et al., 2007). Dot1l-depleted hematopoietic progenitor cells (HPCs) exhibited increased expression of genes involved in HPC differentiation induction (Borosha et al., 2022). Non-cardiomyocyte related genes were increased in Dot1l KO neonatal cardiomyocytes (Cattaneo et al., 2022). GO term analysis of SGC0946 Dot1l inhibitor treatment or Dot1l KO upregulated genes found enrichment of inflammatory response and related terms in macrophages (Willemsen et al., 2022). Consistently, our analysis suggests repressive activity of Dot1l by demonstrating that Dot1l cKO can induce increased gene expression and Dot1l OE can induce reduced gene expression. Specifically, genes associated with immune responses were increased in Dot1l cKO BECs and LECs and genes associated with cell adhesion was repressed in OE-BECs and OE-LECs (Supplementary Figure S1B; Figure 4A). Furthermore, the decrease of H3K79 methylation level in the gene bodies of common none-DEGs suggests that Dot1l could be involved in transcription independent functions such as DNA repair (Huyen et al., 2004) and increased H3K79me2 level does not necessarily result in increased gene transcription (Supplementary Figure S1C). 

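Of the genes changed in opposite directions in BECs, 71 were upregulated in the library labelled cKO and downregulated in OE-BECs, and 43 were downregulated in the library labelled cKO and upregulated in OE-BECs. The random lists matched on mean expression shared medians of 60 (95% of draws from 47 to 74) and 47 (36 to 59), and 711 and 7905 of the 10000 draws shared as many. In both comparisons 16 of the 71 and 6 of the 43 genes had an adjusted p-value under 0.05 in the exact binomial test on reads. The genes upregulated in both the library labelled cKO and OE-BECs numbered 96, against a median of 96 in the draws.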

Further research is required to identify factors working in conjunction with Dot1l or Dot1l-mediated H3K79 methylation in transcription regulation.

Neighboring ECs are tightly held together via the expression of various types of adhesion molecules by the cells. These include tight junction species, including junctional adhesion molecules, EC-selective adhesion molecules, and claudins, as well as adherens junction species that include vascular endothelial cadherin (Dejana et al., 2009; Giannotta et al., 2013; Reglero-Real et al., 2016). Furthermore, cell adhesion molecules, such as claudin 1 (CLDN1) and CLDN11, are differentially expressed in an organotypic manner (Nakato et al., 2019). It is interesting to note that CLDN11 expression was repressed in both cKO BECs and cKO LECs. These DEGs are most likely mediated by differential epigenetic marks and/or priming (Matouk and Marsden, 2008; Turgeon et al., 2020). Enrichment of GO term hemophilic cell adhesion via plasma membrane adhesion molecules was also highlighted in our analysis of genes diminished in both cKO EC types. Protocadherin beta 2 (Pcdhb2), Pcdhb18, Pcdhb, Pcdhb3, Pcdhb12, Pcdhb11, and Pcdhb10 genes were found to be involved (Supplementary Figure S1A). 

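In the BEC libraries, Pcdhb18 fell from 142 reads in Cont to 60 in the library labelled cKO (log2 ratio -1.62, interval -2.08 to -1.18), and Pcdhb3 fell from 19 to 6 reads (log2 ratio -2.04, interval -3.65 to -0.66). The others had few reads. Pcdhb11 had 30 reads in Cont and 0 in the library labelled cKO, at least 9.93-fold lower, and Pcdhb12 had 7 and 0 reads, at least 1.87-fold lower. Pcdhb2 had 10 and 2 reads and Pcdhb10 had 9 and 2 reads, at least 1.38-fold and 1.21-fold lower. All 6 genes lie on chromosome 18 of mm10, Pcdhb2 from 37294812 to 37297624 and Pcdhb18 from 37489465 to 37494505, and were called downregulated by the rule. Members of the family are similar in sequence, so the share of reads of any 1 gene is uncertain. The LEC libraries of the cKO were not analysed here.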

The PCDH family is a member of the cadherin superfamily and is essential for neural development (Sano et al., 1993; Hayashi and Takeichi, 2015). PCDHs can be divided into two subgroups: clustered and non-clustered PCDHs (Colas-Algora and Millan, 2019). The genes encoding clustered PCDHs include the PCDHα, β, and γ families and they are located closely to each other within a small region in the genome, while the genes encoding non-clustered PCDHs are dispersed throughout the genome. 

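The 22 Pcdhb genes, which lie between 37264938 and 37524479 of chromosome 18 in mm10, had 1197 reads together in Cont BECs and 656 in the library labelled cKO. Their sum was 2.37-fold lower in normalized counts, a log2 ratio of -1.25 (interval -1.39 to -1.11), and between -1.24 and -1.19 under the other scalings. All 9 Pcdhb genes with a mean of at least 20 normalized counts were lower, and 7 of the 22 were called downregulated. The 22 Pcdhg genes, between 37661793 and 37841873, had 2979 and 3577 reads, a log2 ratio of -0.11 for their sum (interval -0.18 to -0.04, and between -0.11 and -0.06 under the other scalings). Of these 22 genes 12 were lower and 10 higher, and none was called. The 14 Pcdha genes had only 12 and 54 reads, and their sum rose, with a log2 ratio of 1.79 (interval 0.87 to 2.83). After overexpression, the sum over the Pcdhb genes had a log2 ratio of -0.44 in OE-BECs and -0.22 in OE-LECs.

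**Figure D4:**
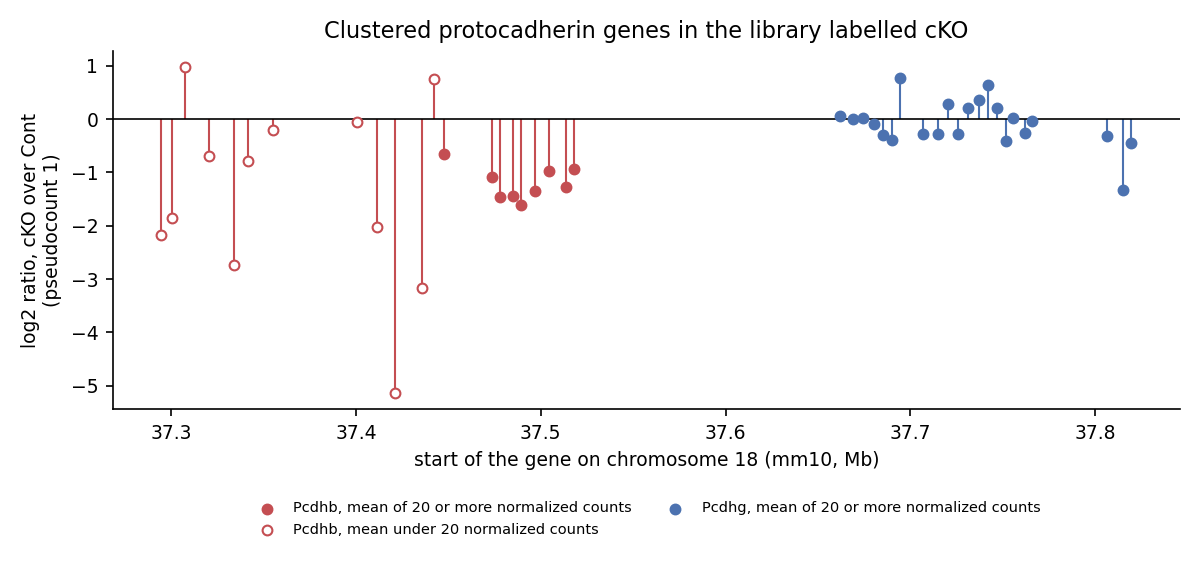
Log2 ratio of normalized counts with 1 added to each, library labelled cKO over Cont BECs (y axis), against the start of each Pcdhb (red) and Pcdhg (blue) gene with reads on chromosome 18 of mm10 in Mb (x axis), with open circles for genes with a mean under 20 normalized counts. All 9 filled Pcdhb genes lie below 0, while 12 of 22 Pcdhg genes lie below 0 and 10 above.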

In our analysis, the expression change was prominent in the PCDH β family. The function of PCDHB genes should be further explored, as no study has clearly provided their function in EC development.

Owing to their location in vessels, ECs are continuously exposed to pathogens, immunogenic signals, or stimuli (Amersfoort et al., 2022). Therefore, it is important that ECs promptly respond to these signals via gene transcription. Evidence suggests that a subset of ECs acts as immune cells by modulating immunity (Pober and Sessa, 2007; Shao et al., 2020). Furthermore, some ECs display typical features of immune cells, in which ECs express co-inhibitory and co-stimulatory receptors (Carman and Martinelli, 2015), induce apoptosis of tumor cells (Motz et al., 2014), secrete cytokines, and act as antigen-presenting cells (Daar et al., 1984a; Daar et al., 1984b). 

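Havcr2, which encodes hepatitis A virus cellular receptor 2 (chromosome 11 of mm10, 46454935 to 46481255), had 27 reads in Cont BECs and 111 in the library labelled cKO. This is 3.16-fold higher in normalized counts (log2 ratio 1.66, interval 1.04 to 2.33). The count of Dot1l over the whole gene, which does not test its deletion, showed no fall beyond its interval in that library. Most macrophage genes were higher in that library.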

Endothelial hepatitis A virus cellular receptor 2 that is upregulated in both cKO ECs enhances defense mechanism against *Rickettsia heilongjiangensis* (Yang et al., 2016).

In our analyses, cell migration was ranked as the most enriched GO term in the analysis of commonly upregulated genes in OE BECs and LECs. 

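Cxcl10, which encodes C-X-C motif chemokine ligand 10 (chromosome 5 of mm10, 92346638 to 92348889), rose from 8 to 27 reads in OE-BECs (log2 ratio 2.14, interval 0.96 to 3.49). In OE-LECs it rose from 27 to 221 reads (log2 ratio 2.80, interval 2.22 to 3.44), beside a rise of most interferon response genes in that library.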

C-X-C motif chemokine ligand 10, one of the upregulated genes in OE-Dot1l BECs and LECs, promotes the migration of cardiac microvascular ECs (CMEC), likely by regulating the p38/focal adhesion kinase pathways without changing CMEC proliferation and viability (Xia et al., 2016). 

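In OE-BECs Sema3c, which encodes semaphorin 3C, rose from 10 to 93 reads, 12.1-fold in normalized counts (log2 ratio 3.60, interval 2.66 to 4.71), and it was called upregulated in OE-LECs too.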

A recent study showed that LETR1, an LEC-dominant long noncoding RNA, modulates the expression of semaphorin 3C, one of the upregulated genes in OE-Dot1l BECs and LECs, and promotes the growth and migration of LECs by changing chromatin structure (Ducoli et al., 2021). Williams et al. have performed a series of siRNA screening assays by targeting individual protein-coding genes and identified 111 genes critical for BEC and/or LEC migration (Williams et al., 2017). We have found that the mouse homologs of their screening results were present in our DEG list. Among the overlapping genes, Cwc22 has been identified to be downregulated in both cKO ECs but not in the OE ECs, and Hpdl and Ugt1a9 were upregulated in both OE ECs and not in the cKO ECs. On the other hand, Abcc3 and Gcgr were upregulated in both cKO ECs and not in the OE ECs. 

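Cwc22, on chromosome 2 of mm10 from 77881159 to 77946375, had 7290 reads in Cont BECs of the skin and 958 in the library labelled cKO, which is 9.89-fold lower (log2 ratio -3.31, interval -3.40 to -3.21). In counts per 1000000 reads (CPM), Cont BECs of the skin had 822.5 and the library labelled cKO 86.4, while the 4 cultured libraries had 64.1 to 90.2, so the Cont library stands apart from the other 5. After overexpression its log2 ratio was 0.36 (interval 0.25 to 0.47) in BECs and -0.03 (interval -0.12 to 0.07) in LECs, and neither was called. Hpdl, on chromosome 4 from 116819904 to 116821707, rose from 2 to 7 reads in OE-BECs and from 5 to 19 reads in OE-LECs (log2 ratio 1.70, interval 0.23 to 3.47). In the skin BEC libraries it had 8 and 9 reads. Ugt1a9, on chromosome 1 from 88070800 to 88218997, rose from 2 to 5 reads in OE-BECs and from 4 to 15 reads in OE-LECs (log2 ratio 1.68, interval 0.03 to 3.73). It had 3 and 1 reads in the skin BEC libraries. In OE-BECs the intervals of the log2 ratio of Hpdl (-0.20 to 5.49) and Ugt1a9 (-0.91 to 5.10) include 0, so neither rise was detectable at this depth. Ugt1a9 shares exons with the other Ugt1a genes, so its reads are uncertain.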

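Abcc3, on chromosome 11 of mm10 from 94343295 to 94392997, rose from 115 to 560 reads in the library labelled cKO, which is 3.75-fold higher (log2 ratio 1.91, interval 1.61 to 2.21). After overexpression Abcc3 had 5 reads in Cont BECs and 16 in OE-BECs, which the rule calls upregulated (log2 ratio 2.06, interval 0.55 to 3.86), and 262 and 284 reads in the LEC libraries (log2 ratio -0.11, interval -0.36 to 0.13). Gcgr, on chromosome 11 from 120530699 to 120538986, had 1 read in Cont BECs of the skin and 7 in the library labelled cKO, but the interval of its log2 ratio (-0.53 to 7.92) includes 0. It had 4 reads in cultured Cont BECs and 0 in OE-BECs, which the rule calls downregulated, and 0 reads in both LEC libraries.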

Cwc22, Hpdl and Ugt1a9 represent the transcriptional activation, and Abcc3 and Gcgr represents the transcriptional repression mediated by Dot1l in genes related to cell migration (data not shown). Furthermore, using the mouse LEC H3K79me2 ChIP data from our previous research, we have confirmed that H3K79me2 levels in their gene bodies reduce when Dot1l function is inhibited by EPZ-5676, providing evidence for Dot1l regulated transcription (data not shown). Genes which do not show a Dot1l-dependent expression pattern are expected to be regulated by Dot1l-independent mechanism or represent the difference between the mouse and human ECs.

Positive regulation of the ERK1/ERK2 cascade was identified as the one of the most significantly enriched GO term among the uniquely downregulated genes of OE-LECs (Figure 3F). VEGFR3 signaling activates ERK1/2 signaling and induces LEC proliferation (Qin et al., 2021). 

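The 39 genes that Figure 4C shows for positive regulation of angiogenesis moved in both directions in OE-BECs, where 19 were called upregulated and 18 downregulated. Their median log2 ratio was 1.11 over all 39 genes and -1.19 over the 20 genes with a mean of at least 20 normalized counts, of which 9 rose and 11 fell. In OE-LECs 4 of the genes were called upregulated and 6 downregulated, and the median was -0.13 over the 38 genes with reads and 0.06 over the 20 with a mean of at least 20 normalized counts, of which 11 rose and 9 fell. The genes called up in both were C3ar1, Ccl5 and Sphk1, and those called down in both were Lrg1 and Psg22. The study chose the list from these libraries, and a difference between OE-BECs and OE-LECs was not tested.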

Interestingly, OE-Dot1l in BECs selectively led to repression of genes related to positive regulation of angiogenesis, whereas OE-Dot1l in the LECs induced a set of genes involved in the function of cell adhesion. In contrast, cellular response to interferon-beta related genes were enriched in OE-LECs upregulated gene set. The comprehensive analysis demonstrates EC type-dependent transcriptional regulation of angiogenesis-related genes by Dot1l. Histone modifications are significant contributors to the regulation of angiogenic gene expression. A recent study clearly showed common (or core) and diverse gene signatures and epigenetic landscapes across developmental time and organotypic space in developing mouse and adult BECs (Gutierrez et al., 2021). Our study further demonstrates that a single epigenetic factor can differentially function and build-up unique chromatin structure to regulate gene transcription even in the developmentally close cells. Recently, Kanki et al. (2022) showed that the genes of immediate-early angiogenic transcription factors exclusively acquire protein regulator of cytokinesis (PRC)1.3/PRC2-mediated bivalent histone markers (both H3K4me3-and H3K27me3-positive) after VEGF stimulus. In addition, Ezh2, a component of the PRC2 complex, inhibits the endothelial expression of Fosl1, Creb3l1, Klf5, and Mmp9 to maintain vascular integrity during embryonic development (Delgado-Olguin et al., 2014). Lysine demethylase 3A (Kdm3a) expression is induced in BECs by hypoxia. Its elevated expression accelerates matrix metalloproteinase 12 expression via histone H3K9 demethylation and facilitates trophoblast invasion and uterine vascular remodeling (Chakraborty et al., 2016). The Jmjd6 histone arginine demethylase regulates the expression and splicing of the angiogenic factor Flt1 and controls the angiogenic sprouting of BECs (Boeckel et al., 2011).

Gene OE experiments frequently result in suboptimal physiological protein levels, potentially enabling the formation of transcriptional complexes that would not typically occur (Moriya, 2015). Nevertheless, ECs in our OE experiments exhibited 2∼3-fold upregulation of Dot1l expression, suggesting that it falls within the physiological range (Figure 3B). Therefore, the result of our study can be used for understanding the Dot1l-mediated transcription regulation. 

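In the RNA-seq libraries, the ratio of Dot1l to Gapdh in OE-BECs was 2.77 times that of Cont BECs, and in OE-LECs it was 2.41 times that of Cont LECs. In CPM, Dot1l had 111 in Cont BECs and 302 in OE-BECs, and 95.3 in Cont LECs and 216 in OE-LECs. The skin BEC libraries had 86.0 (Cont) and 85.2 (labelled cKO).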

As for Dot1l expression in disease condition, it was shown to potentially contribute to the development of multiple cancers including leukemia (Okada et al., 2005; Bernt et al., 2011), breast cancer (Cho et al., 2015; Nassa et al., 2019), ovarian cancer (Zhang et al., 2017), prostate cancer (Vatapalli et al., 2020), and other cancers (Jacinto et al., 2009; Campbell et al., 2016; Zhu et al., 2018; Liu et al., 2020). Given that tumor metastasis is positively or negatively mediated by lymphatics (Dieterich et al., 2022; La et al., 2022), the identified genes regulated by Dot1l can be targets for the detection or prevention of cancer progression. Indeed, studies suggest that Dot1l itself can serve as a prognostic biomarker for ovarian cancer and gastric cancer (Zhang et al., 2017; Song et al., 2020), and pharmacological inhibition of its activities with EPZ-5676 has a beneficial effect in patients with mixed lineage leukemia (Stein et al., 2018).

In the present study, we directly compared the capability of mouse Dot1l in the regulation of gene transcription in BECs and LECs. Common and distinct sets of genes regulated by Dot1l were identified depending on EC types and H3K79me2 levels in LEC has also provided insight into the relationship between epigenetic modification and transcriptional regulation. To the best of our knowledge, this is the first study to delineate the regulatory functions of a specific epigenetic factor in two different ECs, in which its function is abolished or strengthened. Nevertheless, analysis of H3K79 methylation in BECs and investigation of histone methylation-independent transcriptional change in aberrant Dot1l expression could provide more thorough understanding of molecular mechanism governing EC type-specific functions. Additionally, follow-up studies on changes and differences in transcriptomic and epigenetic landscapes in developing and adult ECs in multiple organs would be helpful in precisely understanding the cellular heterogeneity of ECs.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: [GSE214945]. Publicly available datasets were analyzed in this study. This data can be found here: [GSE104811]. Links to the repositories are as follows GSE214945: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214945, GSE104811: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104811.

How the deposited data were processed for this re-analysis (not part of the article)

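RNA-seq counts of 6 libraries were analysed. Cont BECs and cKO BECs came from E15.5 embryo skin, with RNA of 2 to 3 embryos pooled per library, and Cont BECs, OE-BECs, Cont LECs and OE-LECs came from cells cultured in 2 to 3 flasks per library. Each condition has 1 library, so no test of a condition against the spread between replicates was possible, and each comparison describes 2 libraries. The sample labels name the genotype, the tissue or cell line, and the cell type, and the conditions follow them together with the paper's methods.

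The authors made the libraries with ScriptSeq v2, trimmed adapters with skewer v0.2.2 (options -L 75 and -e), aligned the reads to mm10 with STAR v2.7.9a, counted reads per gene with VERSE v0.1.5 and deposited the raw counts for 24421 gene symbols, of which 4473 had no read in any library. The values are whole numbers with a different total in each library. Positions, gene type, GC content and length were taken from the GENCODE M21 annotation, which gave a position for 98.3% of the genes and GC content and length for 98.5%.

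Total counts were 8863349 (Cont BECs, skin), 11084686 (cKO BECs), 17685615 (Cont BECs, cultured), 13933651 (OE-BECs), 26117161 (Cont LECs) and 31032461 (OE-LECs). Malat1 took the largest share of reads in the skin libraries (1.86% in Cont and 1.75% in cKO), Rn45s in the cultured BEC libraries, and Eef1a1 in the LEC libraries (0.898% and 0.799%). CPM is the count of a gene per 1000000 reads of the library. A count of 3 reads or fewer was treated as the floor of a library. A fold against a library at or under the floor is given as a lower bound (against the floor, or the nearer limit of its 95% interval if that is smaller), and none is given when both libraries are at or under it. The medians of lists at their bound use the floor and leave such genes out.

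Counts were normalized with the median of ratios method of DESeq2 1.42.0 in R 4.3.3 on the 2 libraries of each comparison. Up- and downregulated genes were called by the paper's rule: a higher normalized count of at least 5 (cKO) or 3 (OE) and more than 3 times the lower one. Log2 ratios have exact (Clopper-Pearson) 95% intervals from the reads of both libraries. A 2-sided exact binomial test on the reads, Benjamini-Hochberg adjusted over genes with at least 10 reads in the pair, was added. It compares those libraries, not the conditions. Counting error was simulated with 100 draws of both libraries from the same share of reads per gene. Overlaps of the called genes were set beside 10000 random lists of the same sizes matched on mean expression. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps.

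The genes shown in the heatmaps of Figure 4C (angiogenesis, MAPK/ERK) and Figure 4D (ion transport, immune response) made 4 lists. Another 14 lists of marker genes (keratinocyte, skeletal muscle, fibroblast, pericyte, blood endothelial, lymphatic endothelial, macrophage, melanocyte, Schwann and neural crest, erythroid, adipocyte, interferon response, Y-linked and X-inactivation) were written before the data were examined, as were the comparisons, the rule for naming genes and the alternatives, except where stated. A list of 20 immediate early and stress genes was chosen after the data were examined. For each list with at least 3 genes that had reads in a comparison, the median log2 ratio with a pseudocount of 1 was placed among 10000 random lists of the same size matched on mean expression. This describes the libraries and is not a test of the condition.

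The genes named in the text are those that the paper names for these comparisons, the 5 genes with the largest rise and the 5 with the largest fall among genes called with at least 100 normalized counts in the higher library, up to 10 genes of each overlap with at least 100 normalized counts in both comparisons, and the members of the lists.

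The alternatives were size factors from all 6 libraries or from the 4 cultured libraries, the TMM factors of edgeR 4.0.16, total counts, a minimum of 20, the minimum of the other experiment, a fold of at least 3, a pseudocount of 1, the reads test as a further condition, the exact test of edgeR with an assumed biological coefficient of variation of 0.2 or 0.4, and leaving out the 1290 microRNA and small nucleolar RNA genes. For lists they were a pseudocount of 0.1, members with a mean of at least 20 normalized counts, and the scalings. A pseudocount of 0.1 for the rule, alone and with size factors that give the Dot1l counts printed in Figure 3C, and removal of the trend over GC content and length from the lists, were chosen after the data were examined.

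The steps were tested on simulated data with 200 changed genes, 100 of them changed 32-fold and the rest 8-fold. The changed genes were drawn from genes with at least 100 reads in the pair, and the counts had counting error only. The recovery thus does not cover changed genes with few reads or variation between pools. The rule recovered 200 of 200 in each comparison and also called 197 (cKO), 427 (OE-BECs) and 362 (OE-LECs) unchanged genes. The reads test recovered 200 and called 8, 10 and 11 unchanged genes. The exact test of edgeR recovered 200 with an assumed coefficient of 0.2, and 102, 101 and 102 with 0.4, of which 98, 99 and 100 were among the genes changed 32-fold. The intervals were tested apart from the library pairs, on counts with a mean of 200 in both libraries and equal size factors. They held the true ratio in 94.9%, 95.4% and 96.2% of 1000 draws, in repeats of this same setting. It does not cover genes with few reads.

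The enrichment of GO terms and KEGG pathways and the gene set enrichment analysis were not recomputed. The cKO LEC libraries and the H3K79me2 ChIP-seq data were not analysed here. All 6 libraries were used.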

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

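The tests on a larger share of the same keratinocytes, a larger share of the same macrophages, the fold of Xist against the rule, the Y-linked genes after Xist was seen, and GC content or gene length were chosen only after the results were seen.

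Keratinocyte genes, which the paper does not discuss, were higher in the library labelled cKO. The median log2 ratio of 14 genes was 0.75 (0.73 with genes at the floor at their bound), above all 10000 matched random lists, and 11 were higher and 3 lower. Of the 14 genes, 7 also had reads in the cultured BEC pair and 4 in the LEC pair. Krt1 (2.57), Krt10 (1.99) and Krt15 (1.49) had the largest log2 ratios among the abundant genes. A larger share of the same keratinocytes would raise all abundant markers alike, and this is excluded: of 10 markers with a mean of at least 100 normalized counts, 5 rose, 2 fell and 3 had an interval that includes 0, and Krt17 had a log2 ratio of -0.76. Over the 12 genes with a mean of at least 20 normalized counts, removing the trend over GC content and length moved the median from 0.59 to 0.55. Keratinocyte RNA of another differentiation state in the library labelled cKO remains a candidate explanation of the rise (median 0.75), beside a change in the BECs themselves and the genotype, which 1 library per genotype cannot separate.

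In OE-LECs 4 keratinocyte genes had reads, all 4 were higher and their median log2 ratio was 0.86 (98.4% of random lists below), or 0.83 over the 3 above the floor in at least 1 library, at their bound. None of the 4 had a mean of at least 20 normalized counts, so the depth limits what this list can show, and no explanation was tested.

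Macrophage genes, which the sorting was meant to deplete, were present and higher in the library labelled cKO. The median log2 ratio of 12 genes was 0.59, above all 10000 random lists, and 11 rose while Cx3cr1 fell (-0.89). Of the 12 genes, Cx3cr1 is also in the immune list of Figure 4D, and 7 had reads in the cultured BEC pair and 6 in the LEC pair, all at low counts. The most abundant, Mrc1, had 2538 CPM in the Cont library and 3911 in the library labelled cKO, and 0.153 to 0.502 in the cultured libraries. GC content or gene length is excluded as the whole cause, since the median was 0.64 with that trend removed. A larger share of the same macrophages would raise all abundant markers alike, and this is excluded as the whole cause of the rise: the intervals of 9 of the 12 markers exclude the median, and they range from Cx3cr1 to C1qb (1.43, interval 1.30 to 1.56). It is also excluded for Clec4d (log2 ratio 3.39, interval 2.68 to 4.19) and Marco (5.79, interval 4.56 to 7.42), which rose by more than any of the markers. For other immune genes called upregulated by the rule it cannot be told apart from other causes. The median marker rose 1.51-fold and the rule needs more than 3, but the intervals of Havcr2 (1.04 to 2.33) and Cd84 (1.51 to 1.88) overlap that of C1qb. Macrophage RNA in both libraries, at another share or of another state in the library labelled cKO (0.59), remains a candidate explanation for changes of immune genes. A change of the macrophages, or of gene expression in BECs, stays open and was not tested.

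Y-linked genes were higher in the library labelled cKO: all 4 rose, with a median log2 ratio of 0.43 (Ddx3y 0.02, Uty 0.30, Eif2s3y 0.56, Kdm5d 0.75), above 97.7% of the random lists. Xist fell by 0.71 on the log2 scale, from 18402 to 11274 normalized counts, and Tsix had 6 reads in each library. Both directions are consistent with a larger share of male embryos in the cKO pool (Xist -0.71, Y-linked 0.43), although the interval of Ddx3y, -0.11 to 0.15, includes 0. A share of male embryos is excluded as the whole cause of the genes called by the rule, since Xist itself, which needs female embryos, changed by only 1.63-fold. Sex of the embryos remains mixed with genotype in this pair of pools.

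The angiogenesis genes of Figure 4C had medians on opposite sides of 0 in the overexpression pairs, 1.11 in OE-BECs and -0.13 in OE-LECs. Over the members above the floor in at least 1 library, with genes at the floor in the other at their bound, they were -0.03 (37 genes) and -0.01 (32 genes). The study chose all 39 genes from these libraries, and the difference was not tested. Members went both ways in OE-BECs, with 20 higher and 19 lower, and the median became -1.19 over the 20 members with a mean of at least 20 normalized counts. In OE-LECs it became 0.06 over such members. Low counts thus decide the direction of these medians, and they show no direction of the list. Aqp1, Flt1 and other members are abundant genes that fell.

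Interferon response genes had a median log2 ratio of 1.65 in OE-LECs and -0.11 in OE-BECs. The difference was not tested. In OE-LECs 19 of 20 genes rose and 100% of the random lists lay below, while in OE-BECs 7 rose and 13 fell and the median lay inside the random lists (12.2% below). Of the 20 genes, 10 are also in the immune list of Figure 4D, and all 20 had reads in each of the 3 comparisons. Whether a weaker response was shared by OE-BECs cannot be told apart from none, since a median near 0 (-0.11) over members that went both ways decides nothing. Oas3 (1.24, interval 1.13 to 1.35) and Oas2 (0.73, interval 0.55 to 0.91) rose there. By the rule, 0 of the 20 genes were called up in OE-BECs and 2 were called down. Oasl1 and Cxcl10, which are not in this list, were called up. The immune list of Figure 4D had a median of 0.35, above 100% of the random lists. GC content or gene length is excluded as the whole cause in OE-LECs, since the median over the 18 genes with a mean of at least 20 normalized counts was 1.88, and 1.85 with that trend removed. Depth was similar in Cont LECs and OE-LECs and no gene took over 1% of their reads. Control cells received empty lentivirus, so the virus itself was in both libraries, but an unequal response to it was not tested. A response to its cargo, a difference between the cultures before sorting, and an effect of Dot1l also stay open as untested explanations. The cargo and the overexpression came together, and each condition has 1 library.

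The immediate early and stress genes, chosen after the data were examined, had medians of -0.032 in OE-BECs (10 higher, 10 lower) and 0.15 in OE-LECs (14 higher, 6 lower, 99.5% of random lists below). The difference was not tested, and both medians are small. No explanation was tested for it.

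Genes called in opposite directions in OE-BECs and OE-LECs numbered 65, of which 27 were up in OE-BECs and 38 up in OE-LECs. The difference between the cell types was not tested for any of them. In matched random lists 95% of draws shared 78 to 111 such genes, so the overlap was smaller than that of random lists. With the reads test in both comparisons as a further condition, 3 of the 65 passed, and all 3 were down in OE-BECs and up in OE-LECs.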

How the results depend on the processing

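Within a comparison no paired analysis was possible, because each condition has 1 library and no numbers pair the samples. For the same reason leaving out a library and other splits of the samples within a comparison were not possible. A joint fit of overexpression over BECs and LECs, with each OE library paired to the control of its own cell type, was not run. The pseudocount of 0.1 for the called genes, alone and with size factors that give the Dot1l counts printed in Figure 3C, and the removal of the GC content and length trend were chosen after the data were examined.

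Dot1l kept its direction and stayed within its interval in each of the 14 alternatives run for it, with the largest move relative to its size in cKO BECs (-0.07, and -0.01 with total counts). Of 624 values of named genes under the scalings and the pseudocount of 1, 623 moved by less than their interval, and Gapdh in OE-BECs became -0.03 with total counts. Scaling moved the median of all genes by at most 0.06 on the log2 scale (cKO, total counts). Of 150 numbers of called or shared genes, 97 stayed within 1.5 times the value reported. The TMM factors, total counts, a fold of at least 3, leaving out microRNA and small nucleolar RNA genes and the pseudocount of 0.1 moved none of the 11 numbers that far. The 4 cultured libraries, and the pseudocount of 0.1 with the size factors from Figure 3C, moved none of the 9 numbers for which they were run, which leave out the genes up and down in cKO BECs.

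Size factors from all 6 libraries gave 246 genes up and 168 down in OE-LECs and 26 in opposite directions in OE-BECs and OE-LECs. The minimum of the other experiment gave 755 up in OE-BECs, 248 up and 167 down in OE-LECs, and 16 in opposite directions in OE-BECs and OE-LECs. A pseudocount of 1 gave 70 genes in opposite directions in cKO BECs and OE-BECs and 22 in OE-BECs and OE-LECs. The cause was not tested for the size factors. The other 2 settings remove genes with few counts by construction.

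A minimum of 20 gave 372 up and 153 down in cKO BECs, 222 and 261 in OE-BECs, and 109 and 51 in OE-LECs. It left 26 up and 37 down in both OE-BECs and OE-LECs, 3 in opposite directions there, and 9 in opposite and 17 in the same direction in cKO BECs and OE-BECs. With the reads test as a further condition the numbers were 490 and 209 in cKO BECs, 368 and 375 in OE-BECs, 143 and 76 in OE-LECs, 37 up and 44 down in both, 3 in opposite directions, and 22 in opposite and 30 in the same direction in cKO BECs and OE-BECs. Both settings can only remove genes. In OE-BECs they also changed which direction held more genes, with 46.0% and 49.5% of the called genes up, against 60.4% by the rule.

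In the exact test of edgeR, an assumed coefficient of 0.2 gave 305 up and 146 down in cKO BECs, 188 and 293 in OE-BECs, 98 and 38 in OE-LECs, 18 up and 35 down in both, 1 in opposite directions, and 7 in opposite and 16 in the same direction in cKO BECs and OE-BECs. With 0.4 it gave 12 and 10, 2 and 18, and 0 and 0, and 0 genes in each of the 5 overlaps. On simulated data the test with 0.4 recovered nearly all genes changed 32-fold and few of those changed 8-fold, so low numbers under 0.4 follow from the assumed variation, whose true size is unknown with 1 library per condition.

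The number expected from counting error rose with an assumed coefficient of 0.4 to 781 up and 758 down in cKO BECs, 796 and 822 in OE-BECs, and 680 and 714 in OE-LECs, and stayed within 1.5 times with 0.2. The larger variance is built into that setting.

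Of 154 medians of lists, 139 kept their direction and their place inside or outside the random lists. The angiogenesis list of Figure 4C in OE-BECs reversed, from 1.11 to -1.19 over members with a mean of at least 20 normalized counts and to -1.14 with the GC content and length trend removed, which is computed over those members only. In OE-LECs the same list reversed from -0.13 to 0.064 and 0.048 in the same settings, inside the random lists, and moved outside them with a pseudocount of 0.1 (-0.21). Size factors from all 6 libraries moved the ion transport list in OE-LECs (0.60) and the Y-linked list in cKO BECs (0.44) inside the random lists, and the lymphatic endothelial list in cKO BECs outside (-0.36). That list also moved outside with a pseudocount of 0.1 (-0.37), over members with a mean of at least 20 (-0.37) and with the trend removed (-0.32), from just inside the limit. In cKO BECs the skeletal muscle list moved inside over members with a mean of at least 20 (-0.31) and with the trend removed (-0.35), and the erythroid list reversed from -0.08 and moved outside (1.63 and 1.60), where 4 members were left. For these lists the cause was not tested.

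Depth limits the genes called on few reads. In OE-BECs 81.3% of the upregulated genes, and in OE-LECs 82.4% of the downregulated genes, had under 20 normalized counts, and a fold against a library with 3 reads or fewer is only a lower bound. The skeletal muscle, melanocyte and other lists with few abundant members had no value over members with a mean of at least 20 in some comparisons. The exact test of edgeR gave no share of genes up in OE-LECs with 0.4, because it called none.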

Differences from the paper's values

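The number of genes changed in opposite directions in cKO BECs and OE-BECs was 114, and the paper's value for its selection of genes by comparing cKO and OE is 16. The paper's sentence on that selection gives the fold but not its directions or minimum, and Supplementary Figure S3C was not read here. The 2 numbers are thus not shown to count the same thing. Of the alternatives set before the data were examined, the reads test as a further condition gave 22, which is within 1.5 times the paper's value. The others did not come within it: a minimum of 20 gave 9, the exact test of edgeR gave 7 and 0 with an assumed coefficient of 0.2 and 0.4, a pseudocount of 1 gave 70, the minimum of the other experiment 90, leaving out microRNA and small nucleolar RNA genes 109, the TMM factors, total counts and a fold of at least 3 each 114, the 4 cultured libraries 125 and all 6 libraries 142. A pseudocount of 0.1, chosen after seeing the values, gave 99, with and without size factors from Figure 3C, which were also chosen after seeing the values.

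The numbers of called genes were within 1.5 times the paper's values, and some settings reached them exactly. The TMM factors gave the paper's 384 genes up in OE-LECs and the paper's 86 genes up in both OE-BECs and OE-LECs, and size factors from the 4 cultured libraries gave the paper's 76 genes down in both. A pseudocount of 0.1 for the rule, chosen after seeing the values, gave the paper's 794 and 369 in cKO BECs, the paper's 384 and 289 in OE-LECs and the paper's 86 up in both. It gave 1171 up and 729 down in OE-BECs and 77 down in both, against the paper's 1175, 723 and 76. Size factors that give the Dot1l counts printed in Figure 3C, together with a pseudocount of 0.1, a setting chosen after seeing the values, gave the paper's 1175 and 723 in OE-BECs, 384 and 289 in OE-LECs, and 86 up and 76 down in both.

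Figure 1C shows a lower value of Dot1l by RT-qPCR in cKO BECs, with n = 1. The count of reads over the whole gene showed no fall beyond its interval in the library labelled cKO (log2 ratio -0.07, interval -0.21 to 0.07). Scaled to Gapdh, which was 1.70 times higher there, it was 0.562 of the Cont value. Counts per gene do not separate the floxed part of Dot1l from the rest, so they do not test its deletion.

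The paper lists Abcc3 among genes not upregulated by overexpression. By the rule Abcc3 was called up in OE-BECs, where it rose from 5 to 16 reads (4.17-fold). Gcgr, which the paper describes as not upregulated by overexpression, was called down in OE-BECs on 4 and 0 reads.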

Other observations

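The tests on variation between pools, a lower share of endothelial RNA, adipocyte RNA, GC content or gene length, copies of Cwc22, reads moving between Pcdhb genes, and the depth behind Prox1 were chosen only after the results were seen.

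Counting error alone is excluded as the whole source of the called genes. As a share of the observed number, draws with counting error gave 14.3% (up) and 27.3% (down) in cKO BECs, 19.1% and 31.2% in OE-BECs, and 40.5% and 67.4% in OE-LECs. Its part is largest for genes with 3 to 10 normalized counts in OE-LECs, where the draws gave a mean of 323 genes and 414 were observed. Variation between pools or flasks of 1 condition could add to this. With an assumed biological coefficient of variation of 0.4 the draws gave 94.5% and 196% in cKO BECs, 67.1% and 106% in OE-BECs, and 177% and 246% in OE-LECs. The real coefficient cannot be measured with 1 library per condition. Changes by condition and variation between pools or flasks thus cannot be told apart for the cKO pair or for either OE pair. Both OE pairs shared 168 genes called in the same direction, against a median of 96 in matched random lists (95% of draws from 80 to 113). In opposite directions they shared 65, against 78 to 111. The random lists treat genes as independent of each other. These values thus argue only against variation between flasks that is independent from gene to gene as the whole source of the shared genes. Variation that moves groups of genes together could also give such overlaps, and the draws cannot exclude it. Draws that give more genes than observed show only that 0.4 is too high for that pair.

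Blood endothelial genes were lower in the library labelled cKO, with a median log2 ratio of -0.70 over 12 genes, below all 10000 random lists, and 11 lower (Pecam1 from 1178 to 750.3 CPM). Fibroblast genes fell too, with a median of -0.50 (9 of 10 lower, 0.12% of random lists below), and pericyte genes with -0.39 (7 of 7 lower, 1.19% below). A lower share of endothelial RNA, made up evenly by all other cell types, would raise all their markers alike. The fall of the fibroblast genes (-0.50) beside the rise of the macrophage genes argues against that even case. It does not exclude a lower endothelial share made up by some cell types only. GC content or gene length is excluded as the whole cause (-0.72 with that trend removed). A higher share of macrophage and keratinocyte RNA alone would lower all other markers alike. The falls of the fibroblast and pericyte genes go with it. The ratios of the 12 blood endothelial genes ranged from 0.50 to 1.15, which an even dilution does not give by itself. A part of that share in the fall, or an effect of the genotype, stays open. Lymphatic endothelial genes had a median of -0.37 (5 of 7 lower, 2.52% of random lists below), with Prox1 at 147 and 79.7 CPM and Reln at 465 and 265. Mmrn1 had 835 and 822 CPM, while Pdpn rose from 18.8 to 41.2 and Lyve1 from 1027 to 1801, in libraries sorted as Lyve1-negative.

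The same blood endothelial genes had a median of -0.41 in OE-BECs (11 of 12 lower, 0.03% of random lists below) and -0.24 in OE-LECs (10 of 12 lower, below all random lists). GC content or gene length is excluded as the whole cause, since the medians were -0.45 and -0.23 with that trend removed. Flt1, which is also in both lists of Figure 4C, fell in both. Whether Dot1l or the state of the cultures lies behind this was not tested.

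Adipocyte genes fell in the library labelled cKO, with a median of -0.78 (5 of 7 lower, 0.37% of random lists below). Of the 7 genes, 4 had reads in the cultured BEC pair and 4 in the LEC pair, so Fabp4, Pparg and others are not specific to adipocytes. Adipocyte RNA in the Cont library is consistent with this fall (-0.78) and with Adipoq (42 and 1 reads) and Plin1 (38 and 0 reads). Lpl, with 546 and 569 normalized counts, did not follow. Lower expression of lipid genes in BECs stays open and was not tested separately.

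Skeletal muscle genes had a median of -0.46 in the library labelled cKO (9 of 12 lower, 0.43% of random lists below), with Acta1 at 24 and 11 reads, Des at 193 and 112 and Myh3 at 58 and 95. Of the 12 genes, 8 had reads in the cultured BEC pair and 9 in the LEC pair. Muscle RNA in the Cont library and other causes cannot be told apart, because only 5 of the genes had a mean of at least 20 normalized counts and their median, -0.31, lay inside the random lists.

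Immediate early and stress genes fell in the library labelled cKO, with a median of -0.57 over 20 genes (16 lower, below all random lists) and Fos from 9930.0 to 4808 normalized counts. The list was chosen after the data were examined, and 0 of its genes were called downregulated by the rule. It holds none of Il6, Irf1 and Socs3, and all 20 genes had reads in the cultured libraries too. A weaker response to the dissociation of the tissue in the library labelled cKO is consistent with this fall (-0.57) and could also lower Il6, Irf1 and Socs3. Hspa1a (22 and 271 reads) and Hspa1b (29 and 319 reads), near-identical copies, rose, so not every stress gene followed. An effect of Dot1l on these genes stays open.

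Among the remaining lists, melanocyte genes had a median of 0.25 in the library labelled cKO (0.43 over the 5 above the floor in at least 1 library, at their bound) and Schwann and neural crest genes 0.38, both inside the random lists (49.0% and 79.7% below). Erythroid genes had -0.08, but only 5 of 9 had reads, and the embryonic globins Hbb-y (18 and 249 reads) and Hba-x (4 and 172 reads) rose while other members did not. Globin genes are similar in sequence, so these reads are uncertain. Interferon response genes had a median of 0.01 (10 higher, 10 lower). In OE-BECs the Y-linked genes had a median of -0.45 (4 of 4 lower, 1.71% of random lists below). No explanation was tested for these values.

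Cwc22 had a 9.12 times higher CPM in the Cont skin library than in the highest of the other 5 libraries, and the library labelled cKO (86.4) lay inside the range of the cultured libraries (64.1 to 90.2). A candidate explanation is that embryos of the Cont pool carried extra copies or another allele of Cwc22 (9.12), which cannot be told apart from an effect of the genotype, because each genotype has 1 pool and the embryos of the pools were not typed here.

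The fall of Pcdhb genes in the library labelled cKO is not explained by reads moving between near-identical members, since the sum over the family fell as well (-1.25, interval -1.39 to -1.11). The sum over the Pcdhg genes, which lie beside them, had a log2 ratio of -0.11, and the scalings moved either sum by less than the difference between them. The sum over the Pcdha genes rose (log2 ratio 1.79, interval 0.87 to 2.83), on only 12 and 54 reads. As a hypothesis from this pair of libraries only, the fall may be centred on the Pcdhb genes (-1.25), and variation between pools stays open.

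Prox1 had 0 reads in the 4 cultured libraries, Pdpn had 1 read in OE-BECs and 0 in the others, and Reln and Mmrn1 had 5 reads or fewer in each. Too low a depth is excluded for Prox1, since 3 reads make 0.115 CPM in the Cont LEC library and Prox1 had 79.7 or more in the skin libraries. Lyve1 had 1998 and Flt4 had 107 CPM in Cont LECs, and 604 and 144 in Cont BECs of the same experiment. The paper does not report these values, and whether the cells lost these genes in culture was not tested.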
